# Gut Microbiota Alter Colonic Expression of Genes Encoding Drug Transporters and Drug-Metabolizing Enzymes in Mice

**DOI:** 10.3390/ijms27177583

**Published:** 2026-08-24

**Authors:** Douglas A. Nelson, Vaishnavi Veerareddy, Xiaojia Tang, Purna C. Kashyap, Krishna R. Kalari, Karunya K. Kandimalla

**Keywords:** gut microbiota, drug metabolism, drug transport

## Abstract

Gut microbiota regulate the intestinal expression of drug-metabolizing enzymes, transporters, and barrier properties that determine oral drug absorption and disposition. This study compares germ-free Swiss Webster mice to mice colonized with fecal microbiota from a single human donor, evaluating microbiota-driven differences in colonic gene expression and P-gp protein expression, as well as small intestinal mucosal permeability. Transcriptomic analysis of colonic tissue revealed microbiota-induced upregulation of genes encoding P-gp and other drug transporters, including MCT1 and OCTN2. Immunofluorescence also indicated greater P-gp expression and apical localization in colonized mice. Gene expression of drug-metabolizing enzymes was also higher in colonized mice, including phase I enzymes (carboxylesterase 2 paralogs), phase II enzymes (UDP-glucuronosyltransferases and glutathione S-transferases), and enzymes responsible for synthesizing their co-substrates, UDP-glucuronic acid and glutathione. Small intestinal mucosal explants demonstrated lower permeability to ^14^C-labeled polyethylene glycol 4000 in colonized mice compared to germ-free mice. In the colon, transcriptomic analysis identified microbiota-dependent changes in genes regulating paracellular tight junctions and actomyosin contractility. These results show that human-derived gut microbiota alter gene expression in the mouse colon, identifying candidate microbiota-responsive genes relevant to oral drug absorption and disposition.

## 1. Introduction

The human gut microbiome influences drug bioavailability through multiple mechanisms. In addition to directly supplying drug-metabolizing enzymes, gut bacteria regulate the expression of intestinal enzymes, transporters, tight junctions, and other molecules affecting oral drug absorption and disposition.

The extent to which intestinal transporters and enzymes affect oral drug disposition depends in large part on their permeability and solubility [1]. High-permeability, high-solubility drugs, such as acetaminophen, pass rapidly through the intestinal epithelium, largely bypassing transporters and metabolizing enzymes [2]. Drugs with low permeability and high solubility, such as metformin, often depend on transporter-mediated uptake for absorption [3]. Substrates of P-glycoprotein (P-gp) with low to moderate permeability, such as fexofenadine, are especially sensitive to P-gp-mediated efflux, resulting in limited intestinal absorption [4,5]. Highly lipophilic compounds like simvastatin [6,7] or cyclosporine [8] tend to partition into enterocyte membranes, making them particularly susceptible to metabolism by membrane-bound cytochrome P450 enzymes [9]. Finally, while the vast majority of orally absorbed drugs cross the intestinal epithelium by transcellular pathways [10], hydrophilic compounds like lactulose [11] are absorbed paracellularly through tight junctions [12].

Two primary enzymatic pathways that drive drug metabolism are considered in this paper: phase I metabolism, which modifies drugs via oxidation (primarily by cytochrome P450 enzymes), reduction, or hydrolysis; and phase II metabolism, which forms drug metabolites by conjugation to increase their solubility and facilitate excretion. While phase II metabolism often follows phase I, some drugs undergo only one of these processes [13].

Microbiota density increases by roughly ten orders of magnitude from the proximal small intestine to the colon, which implies a progressively stronger microbial influence [14]. This variation affects both direct microbial metabolism of drugs and microbiota-mediated regulation of intestinal enzymes, transporters, and tight junctional integrity [15].

The small intestine is the primary site of drug absorption, with the duodenum, jejunum, and ileum accounting for most systemically absorbed drugs [16]. The relative contribution of each small intestinal segment varies by drug. For example, drugs with high solubility and high permeability can be largely absorbed in the duodenum before reaching other sections. In contrast, drugs with lower solubility tend to be absorbed more efficiently in the jejunum and ileum due to their extensive microvillar surface area [17]. Despite the primacy of the small intestine, the colon remains relevant for formulations targeting local conditions such as inflammatory bowel disease. In addition, some systemically active drugs, such as acetylsalicylic acid, exhibit appreciable colonic absorption [18,19]. Although absorption in the colon is generally limited, systemically delivered drugs can also reach the colon through biliary excretion. For example, the chemotherapeutic irinotecan is detoxified by glucuronide conjugation in the liver, then excreted into the gut, where it may be reactivated by bacterial β-glucuronidases, leading to nonspecific toxicity in healthy colon tissue [20].

This study examines microbiota-induced changes in gene expression in the colon, where regulation of transporters, enzymes, and barrier properties is expected to be strongest. The findings are hypothesis-generating for intestinal drug absorption and disposition, with greater uncertainty in more proximal tissues. The study also directly assesses the effect of microbiota on small intestinal barrier function.

## 2. Results

### 2.1. Transcriptomic Overview and Differential Gene Expression

The principal component analysis (PCA) plot (Figure 1) illustrates that germ-free and humanized mice represent distinct transcriptomic profiles. These groups form clusters well-separated by the first principal component (PC1), which represents 51% of the overall gene-wise variance and largely accounts for the variance among germ-free samples. 

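Colonic RNA of 5 germ-free and 6 humanized male Swiss Webster mice was compared. The humanized mice were raised germ-free, received 300 μL of a stool suspension from 1 donor at 4 to 5 weeks of age, and all mice were studied at 8 to 10 weeks. The authors aligned 101 bp paired-end reads to the mouse genome build mm10 with TopHat, counted the reads of each gene with featureCounts, and deposited these counts for 43346 genes without normalization. Between 49097005 and 64148538 reads per germ-free mouse were counted on genes, with a median of 56718640, and between 39125290 and 54219854 per humanized mouse, with a median of 43784996. The low-expression filter described in the methods kept 19863 genes. TMM normalization factors lay between 1.03 and 1.12 in germ-free mice and between 0.876 and 1.03 in humanized mice. Differential expression was tested with edgeR's exact test and Benjamini–Hochberg correction, and log2-fold changes (LFC) are those of humanized over germ-free mice. The exact test gives no standard error. Standard errors were therefore computed from edgeR's quasi-likelihood test of the same counts, as its absolute LFC over the square root of its F statistic. They belong to another model than the FDR values printed beside them. Expression values are TMM-normalized RPKM computed with the coding lengths of the deposited table, as the mean ± SD over n = 5 germ-free and n = 6 humanized mice. Gene positions are those of the deposited table on mm10. Neither the sample labels nor the methods name a sequencing batch, so no comparison within batches could be made. PCA was run on log2-transformed CPM with a prior count of 2, centred and not scaled. PC1 scores were −54.9 ± 7.62 (SD, n = 5) in germ-free mice and 45.7 ± 23.6 (SD, n = 6) in humanized mice, and the groups did not overlap (exact permutation test over all splits of the mice, two-sided p = 0.00216, the smallest p that 5 mice against 6 allow).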

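PC1 carried 48.7% of the variance of the 19863 genes over the 11 mice, PC2 carried 17.6% and PC3 6.41%. Leaving out each mouse in turn gave a PC1 share between 45.8% and 53.2%. The share moved most when each gene was scaled to unit variance, to 35.2%, and it was 60.0% with the 500 genes of highest variance. Among the 5 germ-free mice alone, PC1 carried 2.54% of the variance around the group mean and PC2 carried 4.48%.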

Both principal components contribute to variation among humanized mice, which show higher overall dispersion than germ-free mice. 

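Around the mean of the 6 humanized mice, PC1 carried 11.0% of the variance and PC2 carried 39.1%. The SD of the PC2 scores was 10.1 in germ-free mice and 44.4 in humanized mice. The distance of each mouse to the centroid of its group over all tested genes, in log2 CPM, was 42.7 ± 3.37 (SD, n = 5) in germ-free mice and 63.2 ± 15.9 (SD, n = 6) in humanized mice, a ratio of means of 1.48 (exact permutation test, two-sided p = 0.00649). Humanized mouse 5 lay farthest from its centroid, at 93.8. The ratio was 1.27 without this mouse. It moved most with the 500 genes of highest variance, to 1.14 (exact permutation test, p = 0.385).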

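Of the genes that edgeR's exact test compared between humanized and germ-free mouse colon, 1827 had higher and 1999 had lower expression in humanized mice at FDR below 0.01. For 3655 genes, or 18.4% of those tested, the CPM values of the 2 groups did not overlap, where chance gives 0.433% for 5 mice against 6. Among the other thresholds, requiring an absolute LFC above 1 as well moved the number of differentially expressed genes most, to 1678. The split between directions depended on the normalization. With total counts in place of TMM, 773 genes had higher and 3609 had lower expression in humanized mice, and the median LFC of all genes shifted by −0.18.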

A comparison of the expression profiles of 19,863 genes in humanized mouse colon to germ-free mouse colon resulted in 3826 differentially expressed genes, defined as having corrected *p*-values (FDR) of less than 0.01. 

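At FDR below 0.05, 2905 genes had lower and 2780 had higher expression in humanized mice. At FDR below 0.001, these numbers were 1263 and 1102. Among the genes at FDR below 0.01, 2381 had an absolute LFC above 0.58, with 1642 lower and 739 higher. Beyond an absolute LFC of 1, 1273 genes had lower and 405 had higher expression. Tested with edgeR's quasi-likelihood method instead, 2699 genes were below an FDR of 0.01, and 2684 of them were also below it in the exact test.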

The number of differentially expressed genes at various thresholds of statistical significance and magnitude is presented in Table 1.

### 2.2. Immune Response and Extracellular Matrix

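Of 164 immunoglobulin heavy and light chain gene segments that passed the filter, 93 had higher expression in humanized mice at FDR below 0.01 and none had lower expression. Requiring at least 10 counts in every mouse moved this number most, to 19. Some segments, such as Ighv10-1, had no reads in several germ-free mice and in humanized mouse 5. How many segments were lost through either group was not counted. Variable segments resemble each other closely, so reads counted on one can come from another. Igha, which encodes the IgA heavy chain, lies on chromosome 12 from 113254830 to 113260236, and its expression was 77.5 ± 42.8 RPKM in germ-free mice and 649 ± 353 RPKM in humanized mice (LFC 3.07, standard error 0.53, FDR = 1.36e-07). Igkc, the κ light chain constant region on chromosome 6 from 70726435 to 70726757, had 289 ± 159.7 RPKM in germ-free mice and 2509.9 ± 1344 RPKM in humanized mice (LFC 3.12, standard error 0.53, FDR = 9.45e-08). Ighg1, the IgG1 heavy chain on chromosome 12 from 113325240 to 113330523, had 0.0531 ± 0.0423 RPKM in germ-free mice, from 0 to 19 reads per mouse, and 25.4 ± 22.8 RPKM in humanized mice (LFC 8.88, standard error 0.95, FDR = 4.40e-16). Pigr, on chromosome 1 from 130826684 to 130852249, had 564 ± 22.7 RPKM in germ-free mice and 1303 ± 191 RPKM in humanized mice (LFC 1.21, standard error 0.11, FDR = 7.94e-26). For each of these 4 genes, every humanized mouse had a higher value than every germ-free mouse.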

The introduction of human microbiota resulted in a general increase in gene expression related to adaptive immunity, including constant and variable immunoglobulin chains comprising IgG and IgA, as well as the polymeric immunoglobulin receptor (*Pigr*), crucial for epithelial secretion of immunoglobulins. Although immunoglobulin chains exhibited the largest mean fold changes, *p*-values were relatively high because of high sample dispersion. 

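Immunoglobulin segments made up 19 of the 20 genes with the highest LFC. The median LFC of the 93 segments with higher expression was 4.58 and their median FDR was 2.12e-05. The other 84 genes with an LFC above 2 at FDR below 0.01 had a lower median FDR, 7.63e-10. The median of edgeR's gene-wise dispersion was 0.736 for the 93 segments and 0.137 for the 84 other genes. Igkv4-80 had one of the highest LFC values (LFC 8.26, standard error 2.03, FDR = 3.95e-04), the size of which rested on a single mouse. Its expression was 207 RPKM in humanized mouse 2, and the next highest humanized mouse had 6.75 RPKM.

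**Figure D1:**
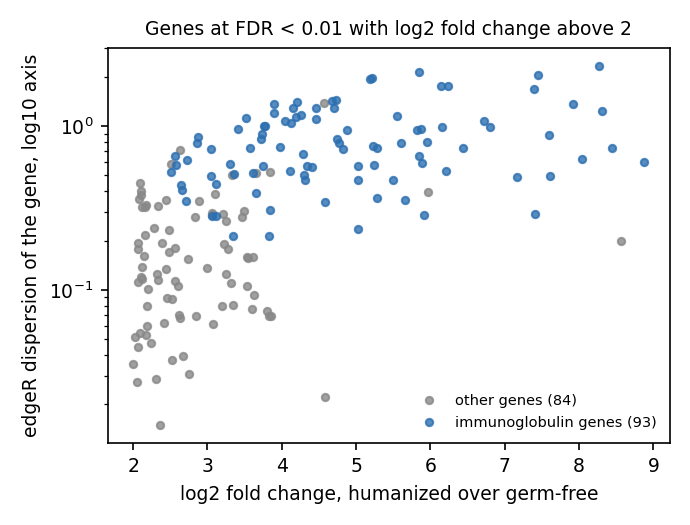
Gene-wise dispersion from edgeR (vertical, log10 axis) against LFC of humanized over germ-free mice (horizontal) for the genes at FDR below 0.01 with an LFC above 2. Each point is a gene, 93 immunoglobulin segments in blue and 84 other genes in gray, and the blue points lie higher, with medians of 0.736 and 0.137.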

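Nos2, Duox1, Duox2, Duoxa1 and Duoxa2 had LFC values between 1.55 and 3.85 in humanized mice. The coefficient of variation of their RPKM had a median of 16.6% in germ-free mice and 36.4% in humanized mice, and their median dispersion was 0.0696. For the 164 immunoglobulin segments, the median coefficients of variation were 127% and 82.6%, and the median dispersion was 1.01.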

Genes central to innate immunity were moderately upregulated with relatively uniform inter-sample expression and high statistical significance. These include the reactive oxygen species (ROS)-producing nitric oxide synthase (*Nos2*) and dual oxidase complex genes (*Duox1*, *Duox2*, *Duoxa1*, *Duoxa2*). 

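Nos2 lies on chromosome 11 from 78920787 to 78960254, and its expression was 0.464 ± 0.0721 RPKM in germ-free mice and 6.71 ± 2.64 RPKM in humanized mice (LFC 3.85, standard error 0.25, FDR = 2.30e-42). The 4 dual oxidase genes lie next to each other on chromosome 2 between 122279247 and 122347972. Duox2 was the most abundant of them, with 9.56 ± 1.58 RPKM in germ-free mice and 30.5 ± 4.47 RPKM in humanized mice (LFC 1.67, standard error 0.13, FDR = 1.55e-32), and its maturation factor Duoxa2 had 1.45 ± 0.351 RPKM in germ-free mice and 17.6 ± 6.40 RPKM in humanized mice (LFC 3.60, standard error 0.27, FDR = 8.13e-35). Duoxa1 changed to a similar extent (LFC 3.32, standard error 0.31, FDR = 1.26e-20). Duox1 had a low RPKM in both groups, with 0.400 ± 0.0449 in germ-free mice and 1.17 ± 0.149 in humanized mice (LFC 1.55, standard error 0.13, FDR = 4.46e-17). The values of the groups did not overlap for any of the 5 genes (exact permutation test for each, two-sided p = 0.00216).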

Log_2_-fold changes and FDR *p*-values illustrating this immune response are given in Figure 2.

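All 42 extracellular matrix genes shown in Figure 3 had an LFC below 0, from −2.05 to −0.28 with a median of −1.24, and 35 of them were below an FDR of 0.01 in edgeR's exact test. With the correction made over these 42 genes alone, 39 were below it. For 31 of the 42 genes, the RPKM values of the 2 groups did not overlap. Across the alternatives that leave the design as it is, edgeR's quasi-likelihood test changed the number most, to 20 genes. Marker genes of smooth muscle, which are not among the 42, were lower in humanized mice as well, with a median LFC of −1.93.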

Genes encoding all major extracellular matrix (ECM) constituents and regulators of ECM remodeling were uniformly downregulated in humanized mouse colon (Figure 3). This includes genes encoding collagens in the basement membrane (collagen IV, VI, VIII, and XXIII) and the interstitial matrix (collagens I, III, V, XXII, and XVIII) [21]. 

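Of 38 collagen genes that passed the filter, 28 had lower expression at FDR below 0.01 and none had higher expression. For collagen I, Col1a1 on chromosome 11 from 94936224 to 94953042 had 28.9 ± 2.29 RPKM in germ-free mice and 9.79 ± 5.18 RPKM in humanized mice (LFC −1.56, standard error 0.36, FDR = 1.65e-04), and Col1a2 changed to a similar extent (LFC −1.53, FDR = 3.19e-04). For collagen III, Col3a1 had 73.3 ± 8.77 RPKM in germ-free mice and 28.6 ± 14.0 RPKM in humanized mice (LFC −1.36, standard error 0.36, FDR = 0.00115). For collagen IV, Col4a1 had 28.1 ± 2.59 RPKM in germ-free mice and 11.9 ± 6.13 RPKM in humanized mice (LFC −1.24, standard error 0.37, FDR = 0.00504). Col6a1 had an LFC of −1.16 (FDR = 0.00541), Col8a1 an LFC of −1.38 (FDR = 5.01e-06) and Col23a1 an LFC of −1.52 (FDR = 0.00299). The largest decrease among the collagens of Figure 3 was that of Col12a1 (LFC −1.74, standard error 0.35, FDR = 2.62e-05). Col18a1 had 8.96 ± 0.863 RPKM in germ-free mice and 4.22 ± 2.20 RPKM in humanized mice (LFC −1.08, standard error 0.35, FDR = 0.0118). Col22a1 was nearly unexpressed, with 0.0532 ± 0.00648 RPKM in germ-free mice and 0.0495 ± 0.0206 RPKM in humanized mice (LFC −0.12, standard error 0.35, FDR = 0.863). Neither Col18a1 nor Col22a1 is among the 20 collagen genes of Figure 3, all of which were below an FDR of 0.01.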

Other ECM protein-coding genes exhibiting similar differential expression included several key intestinal laminin subunits, as well as fibulins (*Fbln1*, *Fbln2*), nidogens (*Nid1*, *Nid2*), fibronectin (*Fn1*), decorin (*Dcn*), perlecan (*Hspg2*), agrin (*Agrn*), and osteonectin (*Sparc*). 

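Among the other 22 genes of Figure 3, 15 were below an FDR of 0.01. Fbln1 had the largest decrease, with 13.6 ± 2.55 RPKM in germ-free mice and 3.28 ± 1.75 RPKM in humanized mice (LFC −2.05, standard error 0.34, FDR = 8.42e-08), and Fbln2 had an LFC of −1.37 (FDR = 4.92e-04). Dcn was the most abundant, with 93.3 ± 28.2 RPKM in germ-free mice and 35.9 ± 16.9 RPKM in humanized mice (LFC −1.38, standard error 0.36, FDR = 0.00106). Nid1 had an LFC of −1.21 (FDR = 0.00282), Fn1 an LFC of −1.15 (FDR = 8.99e-04), and Hspg2 an LFC of −0.74 (FDR = 9.28e-04). Agrn decreased least among the genes below an FDR of 0.01, with 14.7 ± 1.08 RPKM in germ-free mice and 11.3 ± 1.12 RPKM in humanized mice (LFC −0.38, standard error 0.08, FDR = 2.09e-04). The laminin subunit genes Lamb1, Lamb2 and Lamc1 had LFC values of −1.24, −1.05 and −1.12, each below an FDR of 0.01. Nid2 (LFC −0.60, FDR = 0.0118), Sparc (LFC −1.03, FDR = 0.0128), Lama5 (LFC −0.90, FDR = 0.0193) and Eln (LFC −0.99, FDR = 0.0581) were lower on average and not below it. The difference for Lama1 (FDR = 0.175) and Lama3 (FDR = 0.245) was within the spread between mice.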

Additionally, humanized mouse colon also exhibited lower expression of genes involved in ECM turnover, including metalloproteases (*Mmp7*, *Mmp9*, *Mmp2*) and metalloprotease inhibitors (*Timp2*, *Timp3*).

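Mmp7, on chromosome 9 from 7692090 to 7699585, had 13.1 ± 10.3 RPKM in germ-free mice and 4.78 ± 1.20 RPKM in humanized mice (LFC −1.46, standard error 0.38, FDR = 0.00122). Its germ-free mean rested largely on germ-free mouse 1, which had 31.2 RPKM where the next highest germ-free mouse had 10.2 RPKM. Mmp9 had 1.43 ± 0.192 RPKM in germ-free mice and 0.497 ± 0.197 RPKM in humanized mice (LFC −1.52, standard error 0.27, FDR = 2.41e-06). Mmp2 had 23.0 ± 1.12 RPKM in germ-free mice and 11.5 ± 5.28 RPKM in humanized mice (standard error of the LFC 0.33, FDR = 0.0131). Timp2 had 34.4 ± 5.86 RPKM in germ-free mice and 13.8 ± 3.81 RPKM in humanized mice (LFC −1.31, standard error 0.19, FDR = 2.47e-09), and Timp3 had 10.8 ± 1.27 RPKM in germ-free mice and 5.94 ± 1.34 RPKM in humanized mice (LFC −0.87, standard error 0.14, FDR = 1.84e-07). The groups did not overlap for Mmp9 or Timp2 (exact permutation test for each, two-sided p = 0.00216), nor for Timp3 (p = 0.00433) or Mmp2 (p = 0.00649).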

Despite being downregulated, collagen and laminin genes show higher inter-sample variability in humanized samples. This dispersion is illustrated in Figure 4, which includes the genes encoding the predominant collagen and laminin isoforms (collagen IV, laminin-111, and laminin-511 of the basement membrane, as well as collagen I and collagen III of the interstitial matrix).

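For the 20 collagen genes of Figure 3, the coefficient of variation of RPKM had a median of 11.1% in germ-free mice and 51.1% in humanized mice. For the other 22 genes, laminins included, these medians were 12.5% and 41.5%. Over all tested genes, they were 10.4% and 16.5%.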

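CPM of each of the 9 genes in Figure 4 was divided by its germ-free mean. The SD was larger in humanized than in germ-free mice for all 9 genes, with a mean of 0.0959 (n = 5) in germ-free mice and 0.222 (n = 6) in humanized mice, a ratio of 2.31. On this scale, the deviations of single mice from their group means did not differ between the groups by more than chance (exact permutation test over all splits, two-sided p = 0.195). Dividing by the mean of each group instead gave a ratio of 5.23 (exact permutation test, p = 0.0281), and log2 CPM moved the ratio most, to 7.09 (exact permutation test, p = 0.0303). Relative to the germ-free mean, Col1a1 ranged from 0.0732 to 0.609 in humanized mice and from 0.917 to 1.12 in germ-free mice. Lama1, with an RPKM of 0.249 ± 0.0426 in germ-free mice and 0.149 ± 0.0939 in humanized mice, ranged from 0.142 to 1.18 in humanized mice.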

### 2.3. Tight Junctions and Water Channels

Table 2 presents the expression analysis of genes encoding proteins involved in tight junction structure (claudins, occludin, and zonula occludens proteins) and actomyosin contractility (myosin II and myosin light chain kinase). 

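Of the 12 tight junction genes of Table 2, Cldn23, Cldn4 and Tjp3 were below an FDR of 0.01 in edgeR's exact test. Cldn23, on chromosome 8 from 35824709 to 35826559, had 23.4 ± 1.76 RPKM in germ-free mice and 50.4 ± 7.39 RPKM in humanized mice (LFC 1.11, standard error 0.09, FDR = 2.79e-23). Cldn4, on chromosome 5 from 134945126 to 134946934, had 14.6 ± 3.12 RPKM in germ-free mice and 33.8 ± 6.87 RPKM in humanized mice (LFC 1.21, standard error 0.16, FDR = 2.81e-11). For both claudin genes, every humanized mouse had a higher value than every germ-free mouse (exact permutation test for each, two-sided p = 0.00216). Tjp3, on chromosome 10 from 81273207 to 81291267, had 64.6 ± 2.14 RPKM in germ-free mice and 80.3 ± 10.2 RPKM in humanized mice (LFC 0.32, standard error 0.09, FDR = 0.00558), and the values of the groups overlapped (exact permutation test, p = 0.0195). Scaling the libraries to 11 epithelial marker genes in place of TMM, an alternative added after the data were examined with markers listed before, moved these genes most. It gave LFC values of 0.84 for Cldn23 (FDR = 2.68e-15), 0.93 for Cldn4 (FDR = 1.21e-08) and 0.04 for Tjp3 (FDR = 0.757).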

Zonula occludens-3 (*Tjp3*), claudin-23 (*Cldn23*), and claudin-4 (*Cldn4*) were upregulated in humanized mouse samples. All upregulated tight junction genes were highly expressed in the top RPKM quartile, with *Tjp3* being the most abundant zonula occludens family member. 

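In humanized mice, mean RPKM placed Tjp3 at the 96.3 percentile of the tested genes, Cldn23 at the 93.5 percentile and Cldn4 at the 90.0 percentile. Tjp1 had 21.9 ± 0.422 RPKM in germ-free mice and 20.2 ± 3.55 RPKM in humanized mice (LFC −0.11, standard error 0.10, FDR = 0.498), and the difference between the groups was within the spread between mice.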

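Mylk, on chromosome 16 from 34745210 to 35002420, had 29.7 ± 7.98 RPKM in germ-free mice and 15.9 ± 3.47 RPKM in humanized mice (LFC −0.90, standard error 0.17, FDR = 5.34e-06). Myl9, on chromosome 2 from 156775420 to 156781658, had 122.1 ± 50.4 RPKM in germ-free mice and 29.0 ± 21.0 RPKM in humanized mice (LFC −2.07, standard error 0.44, FDR = 3.42e-05). Myh11, on chromosome 16 from 14194527 to 14291408, had 53.4 ± 22.5 RPKM in germ-free mice and 13.0 ± 11.5 RPKM in humanized mice (LFC −2.03, standard error 0.51, FDR = 5.07e-04). The groups did not overlap for any of these 3 genes (exact permutation test for each, two-sided p = 0.00433). In the same mice, 9 smooth muscle marker genes other than these 3 were lower in humanized mice, with LFC values from −2.41 to −1.29. Humanized mouse 6 had the highest values of all 3 genes among humanized mice, with 22.7 RPKM for Mylk, 68.9 RPKM for Myl9 and 35.2 RPKM for Myh11. Non-muscle Myh9 did not differ, with 32.6 ± 0.904 RPKM in germ-free mice and 32.2 ± 2.76 RPKM in humanized mice (LFC −0.01, standard error 0.07, FDR = 0.921).

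**Figure D2:**
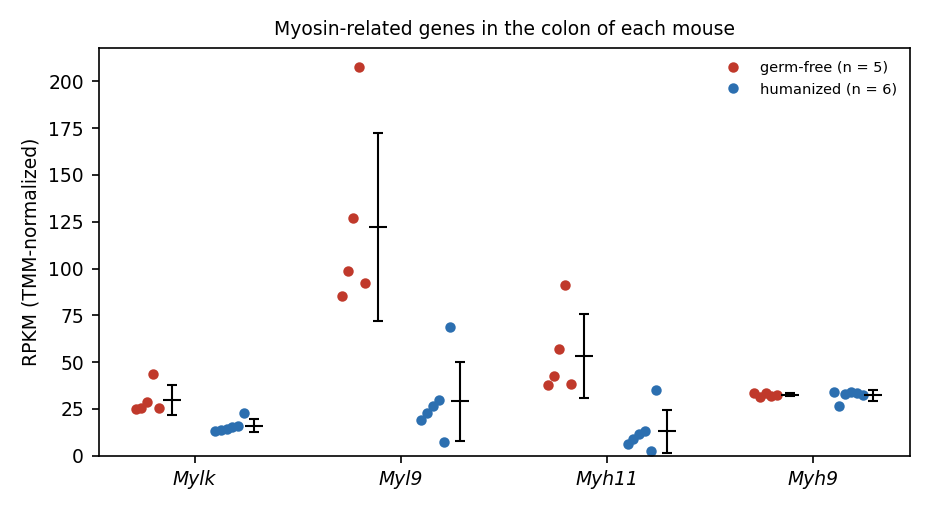
TMM-normalized RPKM (vertical) of Mylk, Myl9, Myh11 and Myh9 in each of 5 germ-free (red) and 6 humanized (blue) mice, with the mean and SD of each group in black. The humanized mice lie below the germ-free mice for Mylk, Myl9 and Myh11, and the group means of Myh9 are 32.6 and 32.2.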

At the same time, myosin light chain kinase (*Mylk*), the myosin II regulatory light chain (*Myl9*), and the smooth muscle myosin heavy chain (*Myh11*) were downregulated.

Table 3 lists four aquaporin genes with biologically relevant expression. 

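Aqp4, on chromosome 18 from 15389394 to 15403684, had 2.76 ± 0.655 RPKM in germ-free mice and 9.11 ± 2.96 RPKM in humanized mice (LFC 1.72, standard error 0.23, FDR = 1.38e-11). Aqp1 was abundant in both groups and lower in humanized mice, with 88.3 ± 9.50 RPKM in germ-free mice and 63.4 ± 11.0 RPKM in humanized mice (LFC −0.48, standard error 0.12, FDR = 0.00114). Aqp11 had 17.8 ± 0.444 RPKM in germ-free mice and 20.6 ± 4.14 RPKM in humanized mice (LFC 0.21, standard error 0.12, FDR = 0.246), a difference within the spread between mice.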

Most notably, the highly abundant water channel aquaporin 8 (*Aqp8*) is upregulated 375-fold.

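Aqp8, on chromosome 7 from 123462294 to 123468003, had 0.336 ± 0.138 RPKM in germ-free mice and 127 ± 92.5 RPKM in humanized mice (LFC 8.56, standard error 0.56, FDR = 1.45e-47), a fold change of 377. Read counts ranged from 16 to 55 in germ-free mice and from 4768 to 24375 in humanized mice. Every humanized mouse had a higher value than every germ-free mouse (exact permutation test, two-sided p = 0.00216). Humanized mouse 6 had 308 RPKM and the next highest humanized mouse 143 RPKM. With each mouse left out in turn, the LFC stayed between 8.07 and 8.82. Mean RPKM in humanized mice placed Aqp8 at the 97.8 percentile of the tested genes.

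**Figure D3:**
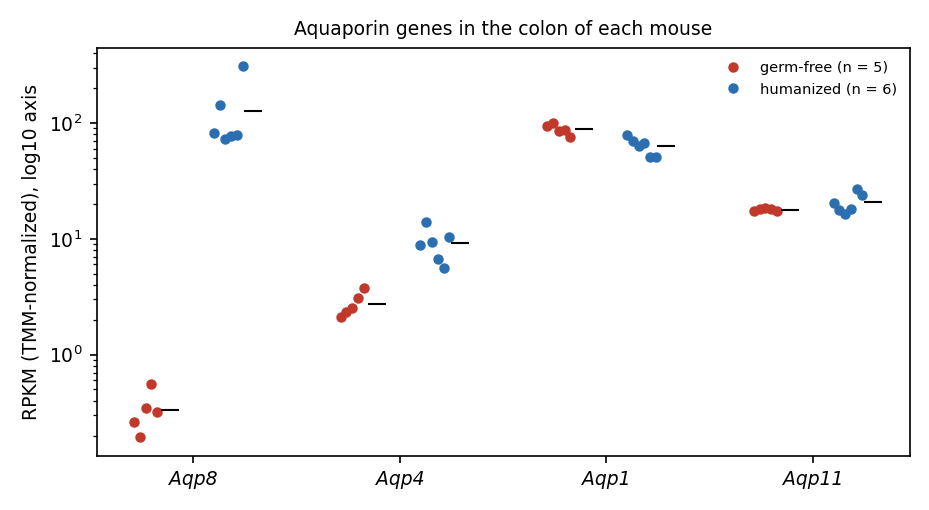
TMM-normalized RPKM (vertical, log10 axis) of Aqp8, Aqp4, Aqp1 and Aqp11 in each of 5 germ-free (red) and 6 humanized (blue) mice, with the mean of each group as a black line. Aqp8 lies near 0.336 RPKM in germ-free mice and near 127 RPKM in humanized mice.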

### 2.4. Permeability

Ussing chamber experiments measuring ^14^C-PEG 4000 flux across small intestinal tissue from germ-free and humanized mice were used to measure intestinal permeability. A two-tailed Welch’s *t*-test was used to compare humanized and germ-free samples (Figure 5). Results suggest that permeability was higher in germ-free mice compared to humanized mice (mean difference = 4.75 × 10^−5^ μm/s, 95% CI: 6.12 × 10^−6^ to 8.89 × 10^−5^, *p* = 0.0296, Hedges’ g = 1.36).

### 2.5. Phase I Drug-Metabolizing Enzymes

Relative mean expression values for cytochrome P450 genes in germ-free and humanized mouse colons are shown in Figure 6. Out of 20 genes, four are upregulated, and three are downregulated. 

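Of the 20 cytochrome P450 genes of Figure 6, 4 had higher and 2 had lower expression in humanized mice at FDR below 0.01 in edgeR's exact test. Cyp2c55, on chromosome 19 from 39007019 to 39042693, was the most abundant, with 292 ± 26.7 RPKM in germ-free mice and 1502 ± 206 RPKM in humanized mice (LFC 2.36, standard error 0.11, FDR = 7.75e-90). Cyp4f16 (LFC 0.89, FDR = 7.08e-15), Cyp2d22 (LFC 0.95, FDR = 2.24e-10) and Cyp2d34 (LFC 0.51, FDR = 0.00885) were also higher, and the groups overlapped for Cyp2d34. Genes of the Cyp2d cluster are paralogs whose reads the counting could have assigned to one another. Cyp4b1 had 106 ± 18.1 RPKM in germ-free mice and 52.1 ± 20.0 RPKM in humanized mice (LFC −1.03, standard error 0.24, FDR = 2.38e-04), and Cyp27a1 had 20.2 ± 4.61 RPKM in germ-free mice and 10.6 ± 2.09 RPKM in humanized mice (LFC −0.93, standard error 0.16, FDR = 5.72e-07). Cyp4f14 had 152 ± 17.0 RPKM in germ-free mice and 94.4 ± 40.3 RPKM in humanized mice (LFC −0.69, standard error 0.22, FDR = 0.0121). The number of lower genes moved most under scaling to epithelial marker genes, to 6. Cyp3a13 did not differ (LFC 0.30, standard error 0.20, FDR = 0.289).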

None of these, however, correspond to important human drug-metabolizing enzymes. 

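Por, on chromosome 5 from 135670033 to 135735326, had 31.8 ± 1.64 RPKM in germ-free mice and 45.1 ± 5.32 RPKM in humanized mice (LFC 0.51, standard error 0.08, FDR = 9.0e-07), an increase of 42.1%. Every humanized mouse had a higher value than every germ-free mouse (exact permutation test, two-sided p = 0.00216). Under scaling to epithelial marker genes, its LFC was 0.23 (FDR = 0.0521).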

At the same time, NADPH–cytochrome P450 reductase (*Por*), the essential electron donor for all cytochrome P450 activity, was upregulated in humanized colon by 40% (FDR = 9 × 10^−7^).

Relative abundance and differential expression results for hydrolases and reductases involved in phase I metabolism are provided in Table 4. 

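The 4 Ces2 genes Ces2a, Ces2b, Ces2c and Ces2e lie in a cluster on chromosome 8 between 104734003 and 104934672. They are paralogs, so reads could have been counted on another member of the cluster. Ces2a had 5.76 ± 0.732 RPKM in germ-free mice and 137 ± 25.2 RPKM in humanized mice (LFC 4.58, standard error 0.15, FDR = 1.29e-183), a fold change of 23.9. Ces2b had 4.04 ± 0.930 RPKM in germ-free mice and 25.8 ± 5.62 RPKM in humanized mice (LFC 2.67, standard error 0.18, FDR = 1.07e-41), Ces2c had 105 ± 5.47 RPKM in germ-free mice and 248 ± 40.7 RPKM in humanized mice (LFC 1.24, standard error 0.11, FDR = 1.37e-23), and Ces2e had 85.2 ± 17.6 RPKM in germ-free mice and 189 ± 49.6 RPKM in humanized mice (LFC 1.15, standard error 0.19, FDR = 1.23e-07). The groups did not overlap for any of the 4 genes. All 4 stayed below an FDR of 0.01 under each alternative test, normalization and filter that was run, and with each mouse left out in turn.

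**Figure D4:**
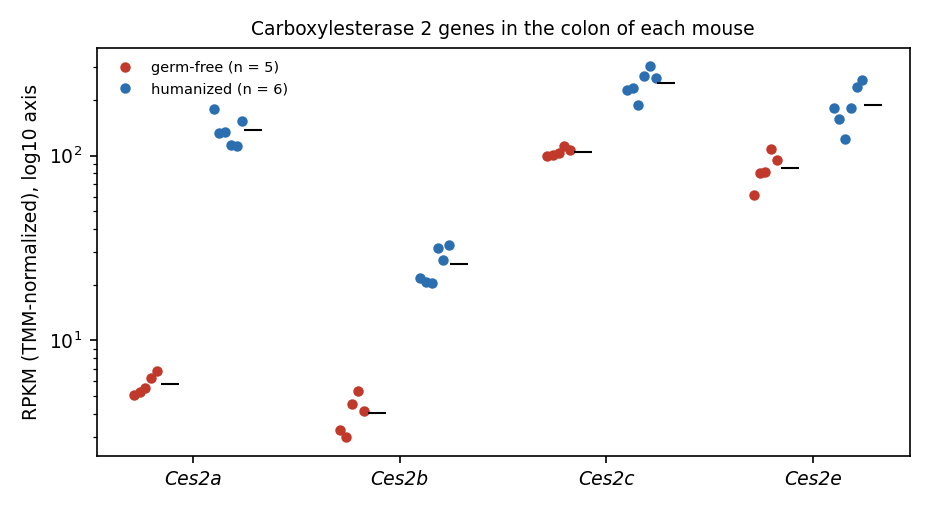
TMM-normalized RPKM (vertical, log10 axis) of Ces2a, Ces2b, Ces2c and Ces2e in each of 5 germ-free (red) and 6 humanized (blue) mice, with the mean of each group as a black line. The groups are farthest apart for Ces2a, with means of 5.76 and 137 RPKM.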

All the mouse homologs of the human gene *CES2* were upregulated in humanized mice, including *Ces2a*, which increased 24-fold with FDR = 1.3 × 10^−183^. In addition, two carbonyl reductase genes (*Cbr1* and *Cbr3*), *Akr1b8*, a homolog of the human aldo-keto reductase gene *AKR1B10*, and the quinone reductase gene *Nqo1* were also upregulated.

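Cbr3, on chromosome 16 from 93683215 to 93690990, had 4.69 ± 0.821 RPKM in germ-free mice and 31.7 ± 5.63 RPKM in humanized mice (LFC 2.75, standard error 0.16, FDR = 1.13e-55). Cbr1, its neighbor on chromosome 16, had 82.0 ± 7.91 RPKM in germ-free mice and 169 ± 11.9 RPKM in humanized mice (LFC 1.05, standard error 0.08, FDR = 3.38e-30). Akr1b8 had 6.13 ± 2.21 RPKM in germ-free mice and 24.9 ± 3.76 RPKM in humanized mice (LFC 2.02, standard error 0.20, FDR = 3.54e-19), and Nqo1 had 23.7 ± 1.54 RPKM in germ-free mice and 39.2 ± 5.17 RPKM in humanized mice (LFC 0.73, standard error 0.09, FDR = 1.01e-10). The groups did not overlap for any of these 4 genes. Ces1g was higher as well (LFC 1.14, standard error 0.21, FDR = 1.75e-06). Ces1d was lower on average and not below an FDR of 0.01 (LFC −0.47, standard error 0.16, FDR = 0.0186).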

### 2.6. Phase II Drug-Metabolizing Enzymes

Five phase II enzyme groups that catalyze acetylation, glucuronidation, glutathione S-conjugation, methylation, and sulfoconjugation were tested for over-representation of differentially expressed genes in phase II enzyme groups (Table 5). 

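Members of each family were the genes with a mean RPKM above 4 in either group. The background for a one-sided Fisher's exact test was the 10482 genes that met the same criterion, of which 1575, or 15.0%, had higher expression in humanized mice at FDR below 0.01. Of 12 UGT genes, 8 were higher (Bonferroni-adjusted p over 10 tests = 7.17e-04). Of 18 GST and MGST genes, 12 were higher (adjusted p = 9.77e-06), with Gstm3 (LFC 1.29, standard error 0.14, FDR = 2.20e-14) and Gsta1 (LFC 1.08, standard error 0.14, FDR = 4.32e-09) changing most. Of 5 SULT genes, 2 were higher (adjusted p = 1). Of 2 NAT genes, Nat9 was higher, with 7.90 ± 0.262 RPKM in germ-free mice and 9.92 ± 0.750 RPKM in humanized mice (LFC 0.33, standard error 0.07, FDR = 0.00276), and the adjusted p was 1. These 2 genes were taken by their symbols alone, whatever their enzymes acetylate, and Nat2 did not differ (FDR = 0.206). The paper's text does not name its methyltransferase genes, and Tpmt, chosen with others before the data were examined, met the criterion and did not differ (FDR = 0.791). With all 19863 tested genes as the background, the adjusted p was 1.78e-05 for UGT genes and 3.88e-08 for GST and MGST genes. Requiring an absolute LFC above 1 moved the GST and MGST result most, to an adjusted p of 0.574.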

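The 8 UGT genes below an FDR of 0.01 were all Ugt1a genes, with LFC values from 0.42 to 0.46. Ugt1a genes lie on chromosome 1 and share their last 4 exons. In the GENCODE annotation of GRCm38, 1311 bp of exon are common to the 9 Ugt1a genes, and between 50.3% and 60.6% of the exonic length of each is shared with another. The counts of most of these genes are close to one another in each mouse. In germ-free mouse 1, for example, 31769 reads were counted on Ugt1a10 and 32116 on Ugt1a9. The lowest count in this mouse was 31623 on Ugt1a5, and Ugt1a7c (38132) and Ugt1a1 (41402) had the highest. With exons shared to this extent, the values of the Ugt1a genes cannot be taken as separate measurements. With the locus entered as 1 gene, using the median of its counts in each mouse, its LFC was 0.43 (FDR = 0.00200), 1 of 4 UGT genes was higher, and the adjusted p of Fisher's exact test was 1. The 3 Ugt2b genes tested had an FDR of 0.389 or more. Mgst3 was the most abundant gene of the GST and MGST family, with 198 ± 13.6 RPKM in germ-free mice and 285 ± 46.8 RPKM in humanized mice (LFC 0.53, standard error 0.11, FDR = 6.38e-05). Neither family had a gene with lower expression at FDR below 0.01.

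**Figure D5:**
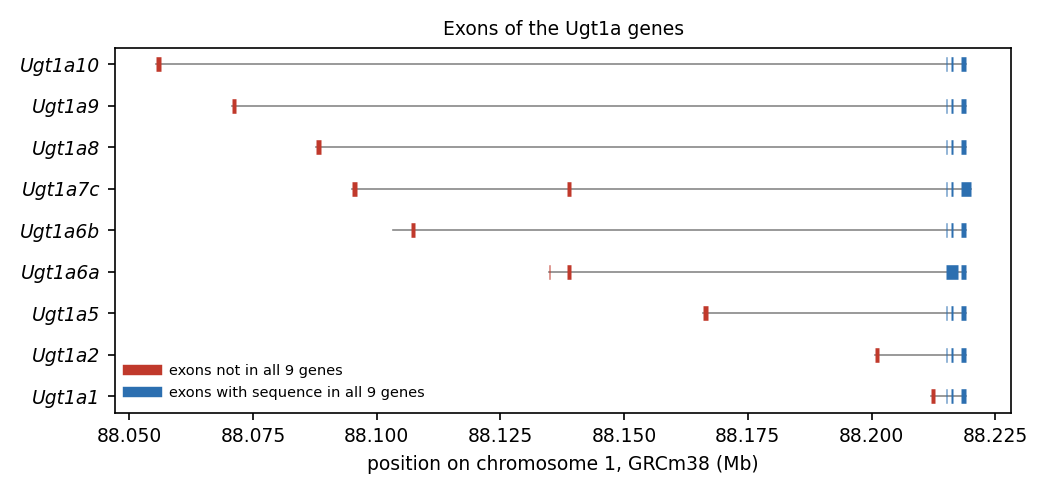
Exons of the 9 Ugt1a genes on chromosome 1 of GRCm38 (horizontal, Mb). Blue blocks contain sequence present in the exons of all 9 genes, which amounts to 1311 bp, and red blocks are the other exons.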

No genes encoding phase II enzymes were downregulated, while genes encoding UDP-glucuronosyltransferases (UGTs), glutathione S-transferases (GSTs), and microsomal glutathione S-transferases (MGSTs) were over-represented among the upregulated genes. In addition, all five genes encoding enzymes that synthesize the corresponding co-substrates UDP-glucuronic acid and glutathione were upregulated (Table 6).

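For the synthesis of UDP-glucuronic acid, Ugp2 had 75.4 ± 4.22 RPKM in germ-free mice and 102 ± 12.2 RPKM in humanized mice (LFC 0.43, standard error 0.09, FDR = 1.00e-04), and Ugdh had 133.2 ± 7.70 RPKM in germ-free mice and 176 ± 34.7 RPKM in humanized mice (LFC 0.40, standard error 0.12, FDR = 0.00771). For the synthesis of glutathione, Gclc had 40.0 ± 3.50 RPKM in germ-free mice and 53.2 ± 9.52 RPKM in humanized mice (LFC 0.41, standard error 0.11, FDR = 0.00328), Gclm had 21.1 ± 0.666 RPKM in germ-free mice and 29.6 ± 4.56 RPKM in humanized mice (LFC 0.49, standard error 0.09, FDR = 2.84e-05), and Gss had 19.9 ± 1.32 RPKM in germ-free mice and 27.3 ± 3.26 RPKM in humanized mice (LFC 0.46, standard error 0.08, FDR = 1.74e-05). All 5 genes were below an FDR of 0.01 in edgeR's exact test. The number moved most, to 0, when an absolute LFC above 1 was required and under scaling to epithelial marker genes, where the LFC values were between 0.12 and 0.21. With total counts in place of TMM, Gclm alone was below it (FDR = 0.00412).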

### 2.7. Transport: ATP-Binding Cassettes and Solute Carriers

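Among 22 ATP-binding cassette transporter genes with a mean RPKM above 4 in either group, 7 had higher and 2 had lower expression in humanized mice at FDR below 0.01. Abcd3 had 71.3 ± 5.36 RPKM in germ-free mice and 124.2 ± 13.3 RPKM in humanized mice (LFC 0.80, standard error 0.09, FDR = 7.50e-15), Abcb6 had 15.3 ± 1.21 RPKM in germ-free mice and 23.2 ± 3.69 RPKM in humanized mice (LFC 0.60, standard error 0.10, FDR = 2.60e-06), and Abca12 had 3.02 ± 0.302 RPKM in germ-free mice and 12.1 ± 3.23 RPKM in humanized mice (LFC 2.00, standard error 0.17, FDR = 6.28e-28). The 2 genes with lower expression were the least abundant of the 9 in humanized mice. Abca1 had 4.38 ± 1.46 RPKM in germ-free mice and 1.87 ± 0.529 RPKM in humanized mice (LFC −1.23, standard error 0.22, FDR = 1.82e-06), and Abca8a had 4.92 ± 0.993 RPKM in germ-free mice and 1.44 ± 0.815 RPKM in humanized mice (LFC −1.77, standard error 0.37, FDR = 5.23e-05). Requiring an absolute LFC above 1 moved the number of higher genes most, to 1. Among all 43 ATP-binding cassette genes tested, without the RPKM criterion, 7 had higher and 10 had lower expression at FDR below 0.01.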

The seven most abundant differentially expressed ATP-binding cassette transporters were upregulated in humanized mice, as shown in Figure 7. These include both mouse homologs of the human gene *ABCB1*, which codes for P-gp: *Abcb1a* (LFC = 0.75, FDR = 8 × 10^−7^) and *Abcb1b* (LFC = 0.58, FDR = 5 × 10^−3^). 

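Abcb1a, on chromosome 5 from 8660077 to 8748575, had 101 ± 9.72 RPKM in germ-free mice and 170.2 ± 35.4 RPKM in humanized mice (LFC 0.75, standard error 0.13, FDR = 8.11e-07), and every humanized mouse had a higher value than every germ-free mouse (exact permutation test, two-sided p = 0.00216). Abcb1b, its neighbor on chromosome 5, was far less abundant, with 5.55 ± 0.426 RPKM in germ-free mice and 8.30 ± 2.33 RPKM in humanized mice (LFC 0.58, standard error 0.17, FDR = 0.00513), and the groups overlapped (exact permutation test, p = 0.0216). The 2 genes are paralogs, so some reads of Abcb1b could have come from the more abundant Abcb1a. Under scaling to epithelial marker genes, the LFC was 0.46 for Abcb1a (FDR = 0.00174) and 0.28 for Abcb1b (FDR = 0.158).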

Also upregulated were *Abcc3*, which encodes multidrug resistance-associated protein 3 (MRP3), and *Abcg2*, the mouse ortholog of human breast cancer resistance protein (BCRP).

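Abcc3, on chromosome 11 from 94343295 to 94392997, had 38.5 ± 2.04 RPKM in germ-free mice and 66.4 ± 13.1 RPKM in humanized mice (LFC 0.79, standard error 0.12, FDR = 1.36e-08), without overlap between the groups. Abcg2, on chromosome 6 from 58584523 to 58692869, had 15.7 ± 1.48 RPKM in germ-free mice and 26.1 ± 9.99 RPKM in humanized mice (LFC 0.73, standard error 0.22, FDR = 0.00595), and the groups overlapped (exact permutation test, two-sided p = 0.0195). Under scaling to epithelial marker genes, the LFC was 0.51 for Abcc3 (FDR = 1.65e-04) and 0.43 for Abcg2 (FDR = 0.0478).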

An observed increase in P-gp protein expression by immunofluorescence, shown in Figure 8, was concordant with the transcriptomic result. Mean intensity after background removal was 77% higher in humanized mice. The nominal *p*-value for the immunofluorescence comparison was 0.0012. Although the analysis was based on only *n* = 2 germ-free and *n* = 3 humanized mice, limiting the reliability of the statistical comparison, the localization of P-gp on the apical surface was markedly higher in humanized mice than in the germ-free colon.

Out of 306 solute carrier genes, 101 were differentially expressed. 

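Counting every gene whose symbol begins with Slc or Slco, 306 solute carrier genes were tested. At FDR below 0.01 in edgeR's exact test, 69 differed, 35 with higher and 34 with lower expression in humanized mice. At FDR below 0.05, 101 differed, 52 higher and 49 lower. Among the 179 solute carrier genes with a mean RPKM above 4 in either group, 33 were higher and 13 lower at FDR below 0.01. Requiring an absolute LFC above 1 moved the number most, to 23 genes.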

Table 7 lists differentially expressed solute carriers with known drug substrates. 

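Slc5a8 had 35.9 ± 5.57 RPKM in germ-free mice and 63.4 ± 14.1 RPKM in humanized mice (LFC 0.82, standard error 0.15, FDR = 2.96e-06), without overlap between the groups. Slc31a1 had 22.7 ± 3.06 RPKM in germ-free mice and 30.7 ± 3.98 RPKM in humanized mice (LFC 0.43, standard error 0.10, FDR = 9.58e-04). Slc15a1 was lower in humanized mice, with 11.1 ± 2.89 RPKM in germ-free mice and 3.91 ± 2.05 RPKM in humanized mice (LFC −1.50, standard error 0.29, FDR = 8.85e-06), and so was Slc10a2, with 207 ± 39.6 RPKM in germ-free mice and 130.3 ± 29.9 RPKM in humanized mice (LFC −0.67, standard error 0.16, FDR = 7.08e-04). Under scaling to epithelial marker genes, the LFC of Slc31a1 was 0.17 (FDR = 0.232) and that of Slc5a8 was 0.55 (FDR = 0.00363).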

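Slc16a1, on chromosome 3 from 104638668 to 104658462, had 28.4 ± 1.79 RPKM in germ-free mice and 57.0 ± 12.9 RPKM in humanized mice (LFC 1.00, standard error 0.14, FDR = 1.47e-10). Slc22a5, on chromosome 11 from 53864542 to 53891660, had 20.9 ± 0.645 RPKM in germ-free mice and 27.3 ± 3.81 RPKM in humanized mice (LFC 0.39, standard error 0.08, FDR = 4.68e-04). The groups did not overlap for either gene (exact permutation test, two-sided p = 0.00433 and 0.00216). Under scaling to epithelial marker genes, the LFC was 0.72 for Slc16a1 (FDR = 1.77e-07) and 0.11 for Slc22a5 (FDR = 0.375).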

Notably, the major apical intestinal influx drug transporters—monocarboxylate transporter 1 (MCT1), encoded by *Slc16a1*, and organic cation transporter novel family member 2 (OCTN2), encoded by *Slc22a5*—were upregulated.

### 2.8. Colonoid Efflux Studies

Live imaging of colonoids incubated with calcein-AM revealed differences in fluorescence intensity between experimental groups. In colonoids from both germ-free and humanized colons, cyclosporine A pretreatment increased intracellular fluorescence compared to untreated controls, particularly along the apical surface, suggesting reduced calcein-AM efflux by P-gp and/or greater intracellular conversion of calcein-AM by esterases. In addition to apical fluorescence differences with and without inhibitor treatment, colonoids derived from humanized mice exhibited higher fluorescence intensity than those from germ-free mice. Representative images for each condition are shown in Figure 9.

## 3. Discussion

Microbial colonization produced extensive changes in host gene expression. Using a strict 1% false discovery rate threshold, we identified approximately 4000 microbiota-sensitive genes (Table 1). These included genes involved in drug disposition, such as active transporters and drug-metabolizing enzymes, as well as genes related to epithelial barrier regulation, immune responses, ECM turnover, and water transport.

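With each mouse left out in turn, edgeR's exact test gave between 2880 and 4411 genes at FDR below 0.01. DESeq2's Wald test with its own size factors gave 4371 such genes, of which 3713 were among those of the exact test and changed in the same direction. The paper describes the changes in host gene expression that colonization produced as extensive, and gives the number of genes at this threshold.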

Colonization establishes a dynamic host–microbiota system characterized by bidirectional interactions between microbial composition and host adaptive immune responses [25,26]. As expected, both adaptive immune and innate immune genes were uniformly upregulated in response to colonization (Figure 2). The latter is consistent with prior studies showing specifically that lipopolysaccharides from Gram-negative bacteria can induce expression of *Nos2* and *Duox2* [27,28]. While these immune changes have limited direct relevance for small-molecule oral drug disposition, and biologics are not usually administered orally, microbiota-driven changes in intestinal immunity may propagate to other drug-relevant mucosal interfaces through the common mucosal immune system [29,30].

Genes encoding basement membrane constituents and regulators of ECM turnover were uniformly downregulated in humanized mouse colon relative to germ-free mice (Figure 3), suggesting microbiota modulate ECM homeostasis. While the basement membrane is not generally a rate-limiting barrier to the transport of small-molecule drugs, it regulates epithelial barrier integrity through ligand–receptor signaling and mechanotransduction [31,32].

Ussing chamber permeability of ^14^C-PEG 4000 through the small intestinal mucosal explant appeared higher in germ-free mice than in mice with human microbiota (Figure 5). Although connecting the colonic gene-expression findings to the small intestinal permeability result would require confirmation in small intestinal tissue and mechanistic studies, the hypotheses they suggest are worth consideration: microbial colonization increased colonic expression of relevant claudins while downregulating myosin contractility machinery (Table 2), a relatively novel and often overlooked potential contributor to reduced paracellular permeability.

Two distinct pathways mediate tight junction permeability: the pore pathway, a high-throughput route with high charge and size selectivity, and the leak pathway, a low-capacity, nonselective route that can accommodate larger solutes such as PEG 4000. The leak pathway is primarily regulated by zonula occludens and occludin, while certain claudin proteins form selective pores [33].

*Cldn4* was upregulated in humanized mouse colon (Table 2). Claudin-4 is a tight junction protein whose increased expression has been associated with reduced paracellular permeability and increased epithelial barrier resistance [34,35]. Reduced expression of Mylk, which encodes myosin light-chain kinase (MLCK), and Myl9, which encodes a myosin regulatory light chain phosphorylated by MLCK, was also observed. MLCK-dependent phosphorylation of myosin light chain promotes actomyosin contraction and increases epithelial permeability [36,37]. Reduced *Mylk* expression has similarly been shown to reduce tight junction permeability in intestinal epithelial monolayers [38]. In addition to *Cldn4*, the less canonical *Cldn23* was also upregulated. Recent studies have shown that together Claudin-4 and Claudin-23 proteins can form highly size- and charge-selective paracellular channels and, in some configurations, may form poreless junctions [39].

Among the most dramatic changes induced by microbiota is the 375-fold upregulation of the major colonic water channel encoded by *Aqp8* (Table 3) [40]. While the mechanism underlying this remarkable increase remains unclear, increased *Aqp8* expression could alter luminal water volume and potentially affect the dissolution of poorly soluble compounds.

Among the differentially expressed cytochrome P450 genes (Figure 6), none are relevant homologs for human intestinal drug metabolism [41,42]. However, little can be inferred from this result given the substantial divergence between mouse and human cytochrome P450 systems, including the larger and distinct set of mouse isoforms [43]. This point is illustrated by the use of pharmacokinetic mouse models that replace 33 cytochrome P450 mouse genes with six key human enzymes [44,45].

Several non-cytochrome phase I hydrolases and reductases were substantially upregulated in humanized mice (Table 4). Most notably, all four mouse homologs of the human gene *CES2* were upregulated, with *Ces2a* increasing 24-fold (FDR = 10^−183^). These four mouse paralogs map to a single human gene, CES2, the major intestinal hydrolase responsible for metabolizing drugs like clopidogrel and prodrugs like oseltamivir [46,47], although the individual roles of the mouse paralogs remain incompletely understood [48]. *Ces1g* was also upregulated, though expression of the human gene *CES1* is predominantly hepatic with limited intestinal expression [46]. Among the upregulated reductases, *Por* encodes NADPH-cytochrome P450 reductase, the essential electron donor for microsomal cytochrome P450 enzymes [49]. Increased *Por* expression may therefore increase the capacity to support cytochrome P450 catalytic activity.

As shown in Table 5, statistically significant over-representation of upregulated genes encoding GSTs, MGSTs and UGTs was observed. UGTs represent a major group of phase II drug-metabolizing enzymes, with a broad range of substrates that includes non-steroidal anti-inflammatory agents. 

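The 12 UGT genes with a mean RPKM above 4 in either group were the 9 Ugt1a genes and Ugt2b5, Ugt2b34 and Ugt2b35. Ugt1a7c had 148 ± 8.55 RPKM in germ-free mice and 204 ± 34.1 RPKM in humanized mice (LFC 0.46, standard error 0.11, FDR = 4.89e-04), Ugt1a8 had 233 ± 12.4 RPKM in germ-free mice and 313 ± 57.5 RPKM in humanized mice (LFC 0.43, standard error 0.11, FDR = 0.00215), Ugt1a9 had 235 ± 12.3 RPKM in germ-free mice and 315 ± 58.3 RPKM in humanized mice (LFC 0.42, standard error 0.11, FDR = 0.00256), and Ugt1a10 had 225 ± 12.0 RPKM in germ-free mice and 302 ± 55.5 RPKM in humanized mice (LFC 0.43, standard error 0.11, FDR = 0.00212). Each of these 4 values, and that of Ugt1a1, may include reads of the exons that the Ugt1a genes share. In germ-free mouse 1, Ugt1a8, Ugt1a9 and Ugt1a10 had 32326, 32116 and 31769 reads, against 31623 on Ugt1a5. Most reads of these genes are therefore likely the same shared reads, and the values are not separate measurements of each gene. Ugt1a1 was the only Ugt1a gene not below an FDR of 0.01 (LFC 0.30, standard error 0.12, FDR = 0.0500). With edgeR's quasi-likelihood test in place of the exact test, Ugt1a8, Ugt1a9 and Ugt1a10 had FDR values of 0.0141, 0.0152 and 0.0140.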

Eight of the 12 UGT genes were upregulated with FDR < 0.01, including all four expressed mouse homologs (*Ugt1a7c*, *Ugt1a8*, *Ugt1a9*, and *Ugt1a10*) that map to the human gene *UGT1A10*, which is highly expressed in both the colon and small intestine [50,51]. Upregulation of genes involved in UDP-glucuronic acid synthesis (Table 6) may increase availability of this required co-substrate and thereby affect rates of UGT-mediated glucuronidation, as endogenous UDP-glucuronic acid concentrations have been shown to constrain glucuronidation in the intestine and liver [52]. The net effect on intestinal xenobiotic disposition, however, may also depend on microbial β-glucuronidase activity, which reverses glucuronidation by hydrolyzing glucuronide conjugates, releasing the parent compound and glucuronic acid [53].

Also upregulated were 12 genes encoding GST/MGST enzymes (Table 5). Butyrate, a major product of gut microbial fermentation, has been shown to increase the expression of several GST isoforms in human colonic cells [54]. Increased expression of glutathione-synthesis genes (Table 6) is less likely to increase GST activity directly because mu-class GSTs, which account for most of the upregulated GSTs, have low K_m_ values for glutathione relative to typical intracellular glutathione concentrations [55]. The upregulation of genes encoding both GST enzymes and glutathione-synthesis enzymes, however, is consistent with activation of the Nrf2/antioxidant response element pathway and thus suggests increased GST capacity [56].

Efflux transport is another major determinant of intestinal drug absorption. P-gp, arguably the most clinically relevant such transporter, showed similar increases in both gene and protein expression. P-gp is a predominant drug efflux transporter that reduces the bioavailability of a wide range of therapeutics—particularly moderately lipophilic, neutral, or weakly basic drugs with limited hydrogen bonding [57,58].

*Abcg2* and *Abcc3*, which encode the efflux transporters BCRP and MRP3, respectively, were also upregulated in humanized colon (Figure 7). The activities of P-gp and BCRP in enterocytes decrease bioavailability, while MRP3 is localized at the basolateral surface and may increase the bioavailability of drug substrates or enzyme-activated prodrugs [59]. MRP3 transports glutathione, sulfate, or glucuronide conjugates of substrates such as etoposide and methotrexate [60], linking its upregulation to the observed increases in phase II enzyme expression.

Among the upregulated solute carriers in Table 7, *Slc22a5* (OCTN2) is notable because its human ortholog is a significant drug transporter in the small intestine. OCTN2 is an apically polarized influx transporter specialized in the absorption of endogenous zwitterion carnitine, a fatty acid shuttle, and a regulator of acyl-CoA balance [61]. In humans, OCTN2 also functions as an important transporter for many other ionic and neutral compounds, including imatinib (anticancer agent), ipratropium (bronchodilator), verapamil (calcium channel blocker), valproic acid (anticonvulsant/mood stabilizer), and quinidine (antiarrhythmic agent) [16,61]. In addition, *Slc16a1*, which encodes MCT1, demonstrated a two-fold upregulation. In humans, intestinal MCT1 is mainly known for transporting metabolic monocarboxylates such as lactate, pyruvate, and ketone bodies [62], but is also known as a transporter of weakly acidic drugs with a carboxylic acid moiety, such as fluorouracil and gemcitabine prodrugs [63,64] (anticancer agents), and γ-hydroxybutyrate [65] (narcolepsy treatment). Although salicylic acid has been suggested as an MCT1 substrate, its involvement in human MCT1 transport remains uncertain [66].

By systematically identifying host genes that respond to microbial colonization, these findings define candidate pathways in mice through which microbiota may influence intestinal drug absorption and disposition. Because the germ-free-to-humanized comparison represents a strong contrast in microbial exposure, it provides a useful first-pass screen and narrows the hypothesis space for evaluating how drug transport and metabolism may differ across human microbiome profiles, including disease-associated microbiome states. Beyond these pharmacokinetic processes, this study provides a reference of microbiota-responsive gene expression in mouse colon that could support future studies of colonic physiology, homeostasis, and disease.

### Limitations

This study has several limitations. All humanized mice were generated using fecal microbiota from a single donor, which cannot account for inter-donor variability or exclude the possibility that some responses were influenced by donor-specific features. Transcriptomic profiling was conducted in colon tissue only. Small intestinal tissue, the principal site of drug absorption, was not profiled, and the relationship between colonic and small intestinal responses to microbiota remains to be tested. Transcriptomic and immunofluorescence profiling was also conducted in male mice only, and this study cannot rule out sex-specific differences in the host response to microbiota. The sample size for P-gp immunofluorescence was small (*n* = 2 germ-free, *n* = 3 humanized), which limits the precision of that estimate. The colonoid efflux assay was qualitative, and interpretation of its results is confounded by esterase-mediated calcein-AM hydrolysis. In addition, the colonoids had the standard apical-in orientation, in which the apical membrane faces an enclosed central lumen and P-gp-mediated transport would be directed into the lumen rather than out of the imaged structure [67,68]. Whole-colonoid fluorescence therefore cannot be interpreted as a measurement of P-gp efflux activity.

Finally, although the discussed mouse genes have functionally expressed human counterparts in the intestine, each gene-level result should be regarded as a distinct hypothesis regarding microbiota-dependent regulation of the corresponding human gene. Whether each human homolog exhibits a similar response depends on complex and incompletely understood microbial, cellular, and regulatory factors. Consequently, conservation of ortholog mapping, gene structure, or known physiological function does not necessarily predict conservation of microbiota-dependent gene regulation.

## 4. Materials and Methods

### 4.1. Mouse Husbandry

Germ-free Swiss Webster mice were obtained from the Mayo Clinic Germ-Free facility, and humanized mice were generated from germ-free Swiss Webster mice. Both germ-free and humanized mice were housed in flexible film vinyl isolators (Class Biologically Clean, Madison, WI, USA) within the Mayo Clinic Germ-Free facility. Mice were singly housed in open-top cages containing autoclaved Sani-Chips bedding, provided with an autoclaved diet (Purina Lab Diet, 5K67, Collins Feed and Seed Center, Rochester, MN, USA) and autoclaved nanopure water ad libitum. Bedding and feed were changed weekly or more frequently as needed. Germ-free status was confirmed prior to experiments by two consecutive cultures of fecal pellets, feed, and bedding on three different substrates: brain heart infusion, Sabouraud dextrose, and nutrient media—all under both anaerobic and aerobic conditions. Mice were maintained on a 12 h light–dark cycle and monitored daily for any signs of physical stress or behavioral changes. Any animal exhibiting distress was euthanized in accordance with the approved protocol. To minimize experimental bias, animal experimenters were provided with information necessary to perform the procedures and were blinded to details of the final data analysis and study conclusions until completion of all animal experiments. All studies were conducted in accordance with the National Institutes of Health guidelines for the care and use of laboratory animals and were approved by the Mayo Clinic Institutional Animal Care and Use Committee. Data are reported in compliance with the ARRIVE guidelines.

Germ-free mice were humanized by oral gavage of fecal microbiota from a single healthy human donor (49-year-old male) at 4–5 weeks of age. A single donor was used to minimize inter-donor variability and maximize statistical power for mechanistic discovery. We have previously published multiple studies demonstrating microbiome composition and engraftment stability following humanization with healthy human stool using the same protocol [69,70,71]. The human fecal sample used in the present study was the same donor sample whose microbiota composition was characterized by Kashyap et al. [71].

The stool suspension was prepared by mixing equal volumes of stool and sterile pre-reduced Phosphate-Buffered Saline (PBS) inside an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI, USA). The sealed vial was then removed from the chamber and transferred to germ-free isolators. Each mouse received 300 μL of the stool suspension via gavage and was allowed 4–5 weeks for microbiota adaptation to the mouse gut. All experiments were conducted when mice were 8–10 weeks of age. Separate, non-overlapping cohorts of germ-free and humanized mice were used for transcriptomic, permeability, and immunofluorescence analyses.

### 4.2. Transcriptomics: Library Preparation, Sequencing, and Alignment

Colonic tissue from germ-free (*n* = 5) and humanized (*n* = 6) mice was used for transcriptomic analyses. All mice were male. Messenger RNA was extracted from mouse samples according to the Illumina TruSeq RNA Library Prep Kit v2 instructions (Illumina, San Diego, CA, USA). Sequencing was performed using an Illumina HiSeq-3000 by the Mayo Clinic Medical Genome Facility (Illumina, San Diego, CA, USA) with 101 bp paired-end reads. Sequencing data were collected with Illumina HCS v3.3.52. Base-calling was performed with Illumina RTA v2.7.3 and converted to FASTQ with Illumina BCL2FASTQ v2.17.1.14. The FASTQ files were processed using the Mayo Clinic in-house pipeline MAP-RSeq v.2.1.1 workflow [72]. Sequences were aligned with TopHat (2.1.0) and Bowtie (2.2.3) against the mouse genome build mm10. Gene counts were quantified using featureCounts from Subread package 1.4.6-p5 with mm10 mouse gene annotation [73]. The resulting counts matrix with 43,346 Mus musculus Ensembl genes is included in the Supplementary Materials.

### 4.3. Transcriptomics: Analysis

A human homolog database was constructed with 26,281 mouse–human homologs, including one-to-many mappings in either direction from the “complete list of human and mouse homologs” downloaded from the Mouse Genome Informatics’ website https://www.informatics.jax.org/homology.shtml (accessed on 24 June 2024). All statements regarding human-mouse homologs in this study are based on these homology assignments. Low-expression filtering was performed using edgeR 4.4.2’s filterByExpr() function with default parameters (min.count = 10, min.total.count = 15, large.n = 10, min.prop = 0.7). Trimmed mean of M-value (TMM) normalization, dispersion estimation, and differential expression testing with Benjamini–Hochberg multiple hypothesis correction were performed with edgeR 4.4.2, using the classic edgeR pipeline with exact tests and default parameters. A total of 19,863 genes remained after low-expression filtering. Relative gene abundance was estimated as TMM-normalized RPKM (Reads Per Kilobase per Million mapped reads) values using edgeR’s rpkm function. Percentile ranks were computed from the distribution of gene abundance values pooled across all samples from both treatment groups. Results of normalization, differential expression, and relative abundance estimation are included in Supplementary Files. Over-representation of differentially expressed genes in phase II enzyme families was assessed using a one-sided Fisher’s exact test. The background universe comprised all 19,863 genes included in the differential expression analysis, and each enzyme-family set included annotated genes with mean RPKM > 4 in either treatment group.

### 4.4. Colonoid Preparation

Three-dimensional colonoids were prepared by isolating the proximal colon segment from 8- to 10-week-old germ-free and humanized mice (sex not recorded). Intestinal crypts were centrifuged after suspension in cold DMEM/F12 medium (Life Technologies, Carlsbad, CA, USA), and the pellet was resuspended in the IntestiCult™ Organoid Growth Medium (StemCell Technologies, Vancouver, BC, Canada) on ice. Reduced Matrigel (1:1 ratio, Corning, Corning, NY, USA) was then added to the crypt suspension and mixed thoroughly. An 80 µL aliquot of this suspension was added to a pre-warmed 24-well plate, creating a dome-like structure, which was incubated at 37 °C for 10 min before adding medium supplemented with penicillin/streptomycin. The medium was changed every 3–4 days, depending on colonoid growth. After 7 days, colonoids were passaged by re-dispersing them with a pipette in gentle Cell Dissociation Reagent (StemCell Technologies, Vancouver, BC, Canada) at 37 °C for 15 min. Dispersed colonoids were diluted with DMEM/F12 and pelleted by centrifuging (290× *g*) for 5 min at 4 °C. The pellet was then resuspended in colonoid growth medium and plated on coverslip-bottom dishes.

### 4.5. Colonoid Fluorescence Imaging

Qualitative imaging studies were conducted in colonoids using calcein-acetoxymethyl ester (calcein-AM), a P-gp substrate that becomes fluorescent following intracellular esterase hydrolysis. In the control group, colonoids grown on coverslips were incubated with calcein-AM (0.5 µM) for 60 min at 37 °C. For inhibition studies, colonoids were pretreated with the P-gp inhibitor cyclosporine A (5 µM) for 30 min at 37 °C prior to addition of calcein-AM. Live images were taken at 37 °C and 5% CO_2_ using a Nikon TE2000-S inverted microscope (Chiyoda-ku, Tokyo, Japan) equipped with a Nikon FITC HQ filter (Nikon, Tokyo, Japan) and a Zeiss Axio Observer Z1 spinning disk laser confocal microscope (Zeiss, Oberkochen, Germany) equipped with a Photometrics QuantEM 512C EMCCD camera (Photometrics, Tucson, AZ, USA). All images were processed in Fiji software (v1.54f) with automated background subtraction using a rolling-ball radius of 50 pixels. Colon tissue was pooled across multiple mice to generate colonoids for this qualitative imaging assay. Animal-level replicate numbers were therefore not preserved. Colonoid images shown are representative; no quantitative image analysis was performed.

### 4.6. Immunofluorescence

Colonic tissue was collected from mice and fixed with 4% paraformaldehyde in 1X Dulbecco’s PBS at 4 °C for 4 h. Tissue was then dehydrated in a gradient of solutions with various concentrations of sucrose [10% (*w*/*v*), 20% (*w*/*v*), and 30% (*w*/*v*)] over 3 days at 4 °C. After dehydration, the tissue was embedded in the Tissue-Tek O.C.T. compound (Sakura Finetek, Torrance, CA, USA). The embedded tissue was sectioned into 8 µm slices using a cryostat (Leica Biosystems CM3050 S Research Cryostat, Leica, Berlin, Germany) and mounted on slides. Endogenous peroxidase activity was blocked by incubating the sections in 3% hydrogen peroxide in distilled water. Subsequently, sections were blocked using goat serum (1:10 in 0.02 M PBS) for 20 min at room temperature. The blocked sections were incubated overnight at 4 °C with a rabbit anti-P-gp antibody (RP1034, Boster Biotechnology, Pleasanton, CA, USA, 1:200). The next day, tissue was washed three times with PBS, followed by incubation with a biotinylated goat anti-rabbit IgG secondary antibody (SABC kit SA1074, Boster Biotechnology, Pleasanton, CA, USA, 1:200) at room temperature for 30 min. Tertiary antibody staining for P-gp was performed using Cy3-conjugated streptavidin (SABC-Cy3, 1:200) at room temperature for 30 min in the dark. Finally, nuclei were stained by incubating the tissue with 4′,6-diamidino-2-phenylindole (DAPI, 1:5000 in 0.02 M PBS). Immunofluorescence was detected using a Leica inverted fluorescence microscope (Leica Microsystems, Buffalo Grove, IL, USA) and captured using Leica Application Suite X (LASX) software v3.1.1. Images from male germ-free (*n* = 2) and male humanized colon samples (*n* = 3) were analyzed using FIJI software (v1.54f). After threshold background removal, the mean intensity of each image sample was calculated. A mean intensity of 50 manually selected points along the apical surface was also calculated. Point-level values were averaged into a single value per animal, and group means were then compared by a two-tailed unpaired Student’s *t*-test (*n* = 2 germ-free, *n* = 3 humanized).

### 4.7. Permeability Studies

Gastrointestinal mucosal permeability of small intestinal tissue from germ-free and humanized mice was assessed in vitro using Ussing chambers (Physiologic Instruments, FL, USA). After small intestine tissue was collected, it was opened along the mesenteric border and washed in ice-cold Krebs’ solution. The mucosa–submucosa epithelial sheet was mounted onto the Ussing chamber cassette such that the serosal side faced up, and the muscle layer was peeled away. The basolateral and apical sides of the chambers contained glucose-containing Krebs solution and Krebs-mannitol solution, respectively. ^14^C-labeled polyethylene glycol 4000 (^14^C-PEG 4000) was added (0.25 µCi) to the mucosal side, and the samples were collected from the serosal side at 1, 5, 10, 15, 30, 60, and 90 min to determine the permeability as described previously [70,74]. Radioactivity in the serosal compartment was quantified using a beta counter. The flux was determined from the slope of the linear portion of the cumulative amount in the serosal compartment versus the time plot, and the permeability was determined by normalizing flux with the initial donor concentration of ^14^C-PEG 4000. Two humanized mouse tissue preparations were excluded according to the prespecified exclusion criterion of chamber leakage. A two-tailed Welch’s *t*-test was used to compare permeability between germ-free (*n* = 6) and humanized mice (*n* = 4). Sex was equally balanced within each group.

## Figures and Tables

**Figure 1:**
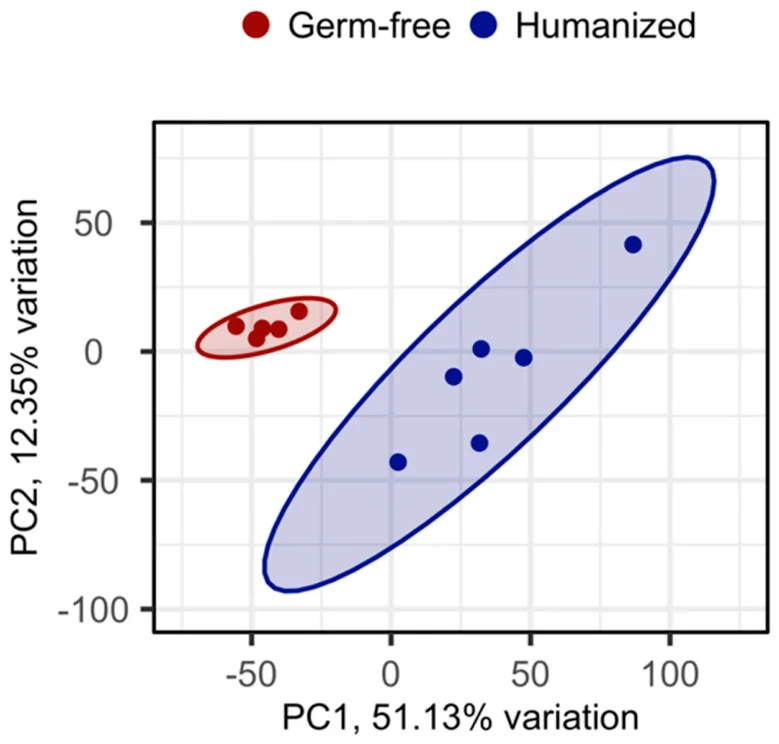
PCA of RNA-Seq results for colons of five germ-free (red) and six humanized (blue) mice. Ellipses represent 95% multivariate t-distribution data ellipses for each group.

**Figure 2:**
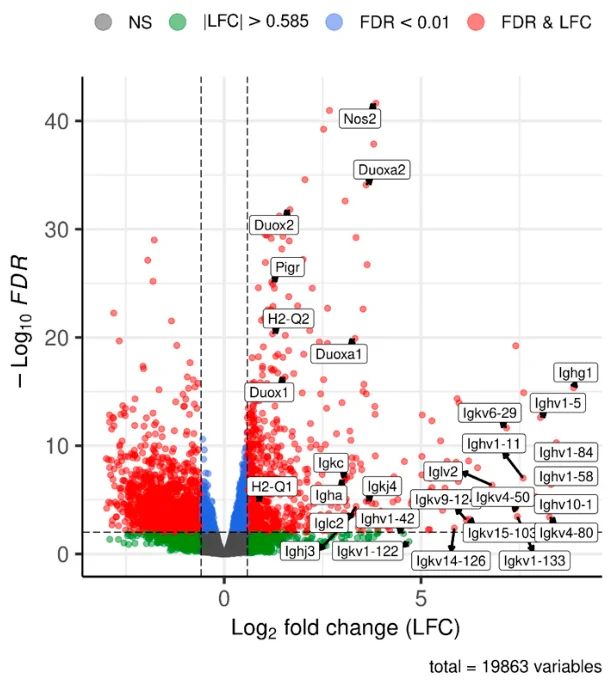
Volcano plot shows upregulation of genes related to innate and adaptive immunity in mice with humanized gut microbiota. As with Table 1, blue denotes genes with FDR <0.01, green represents genes with absolute log_2_-fold change > 0.58 (corresponding to fold changes of 2/3 and 3/2), and red indicates genes with both FDR < 0.01 and absolute log2-fold changes >0.58.

**Figure 3:**
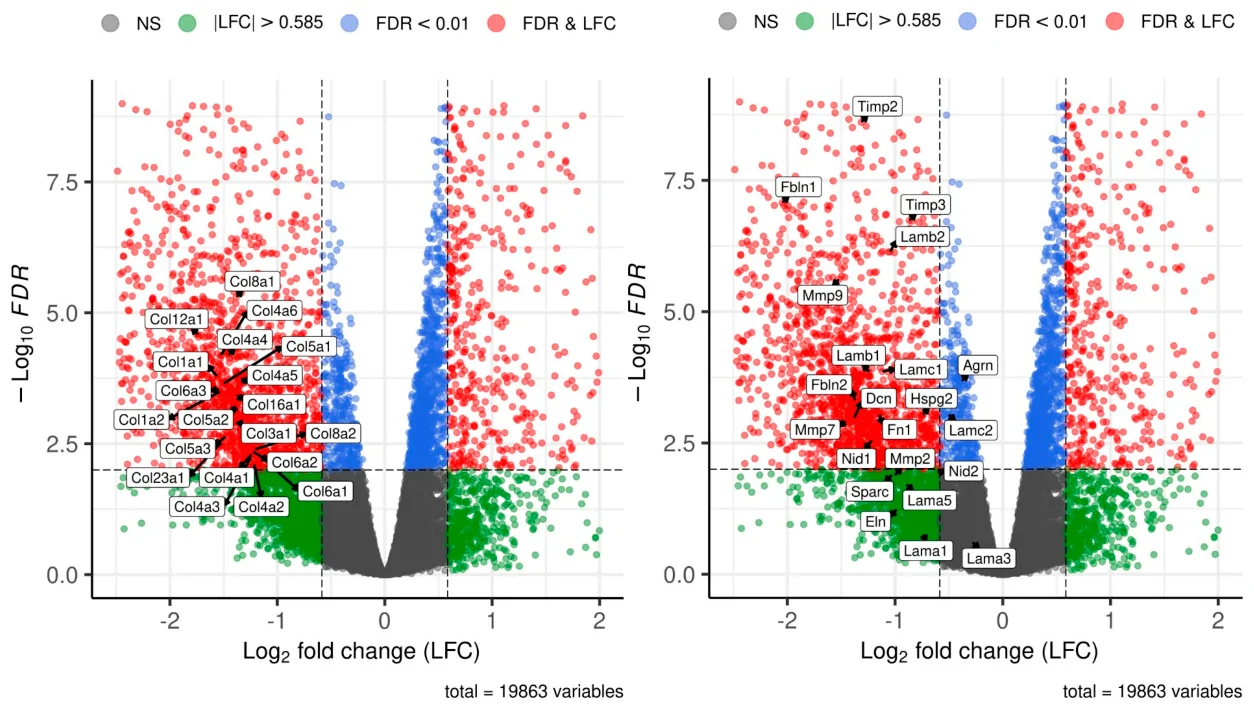
Genes encoding all the major extracellular matrix components were downregulated in humanized mouse colon compared to those of germ-free mice. Additionally, colons from humanized mice also showed lower expression of genes related to ECM turnover.

**Figure 4:**
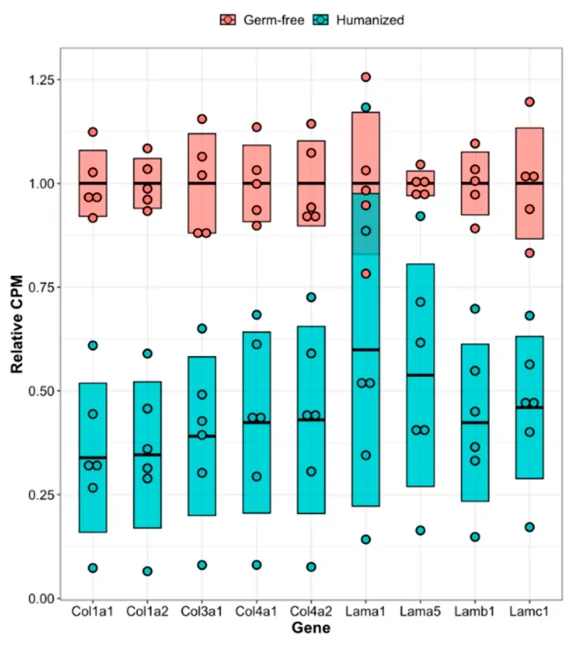
mRNA expression for key extracellular matrix genes normalized to germ-free means. Included are genes encoding the predominant proteins comprising the basement membrane and interstitial matrix. The plot shows greater absolute dispersion among humanized mice.

**Figure 5:**
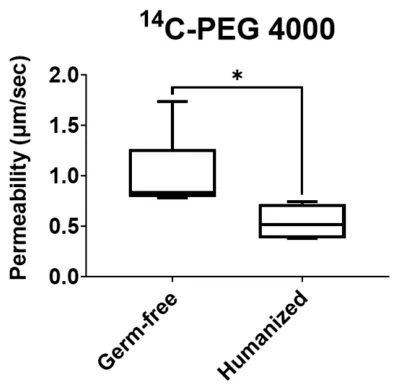
Ussing chamber experiments measuring flux of ^14^C-PEG 4000 across small intestinal tissue from germ-free and humanized mice. Two-tailed Welch’s *t*-test. * *p*-value < 0.05.

**Figure 6:**
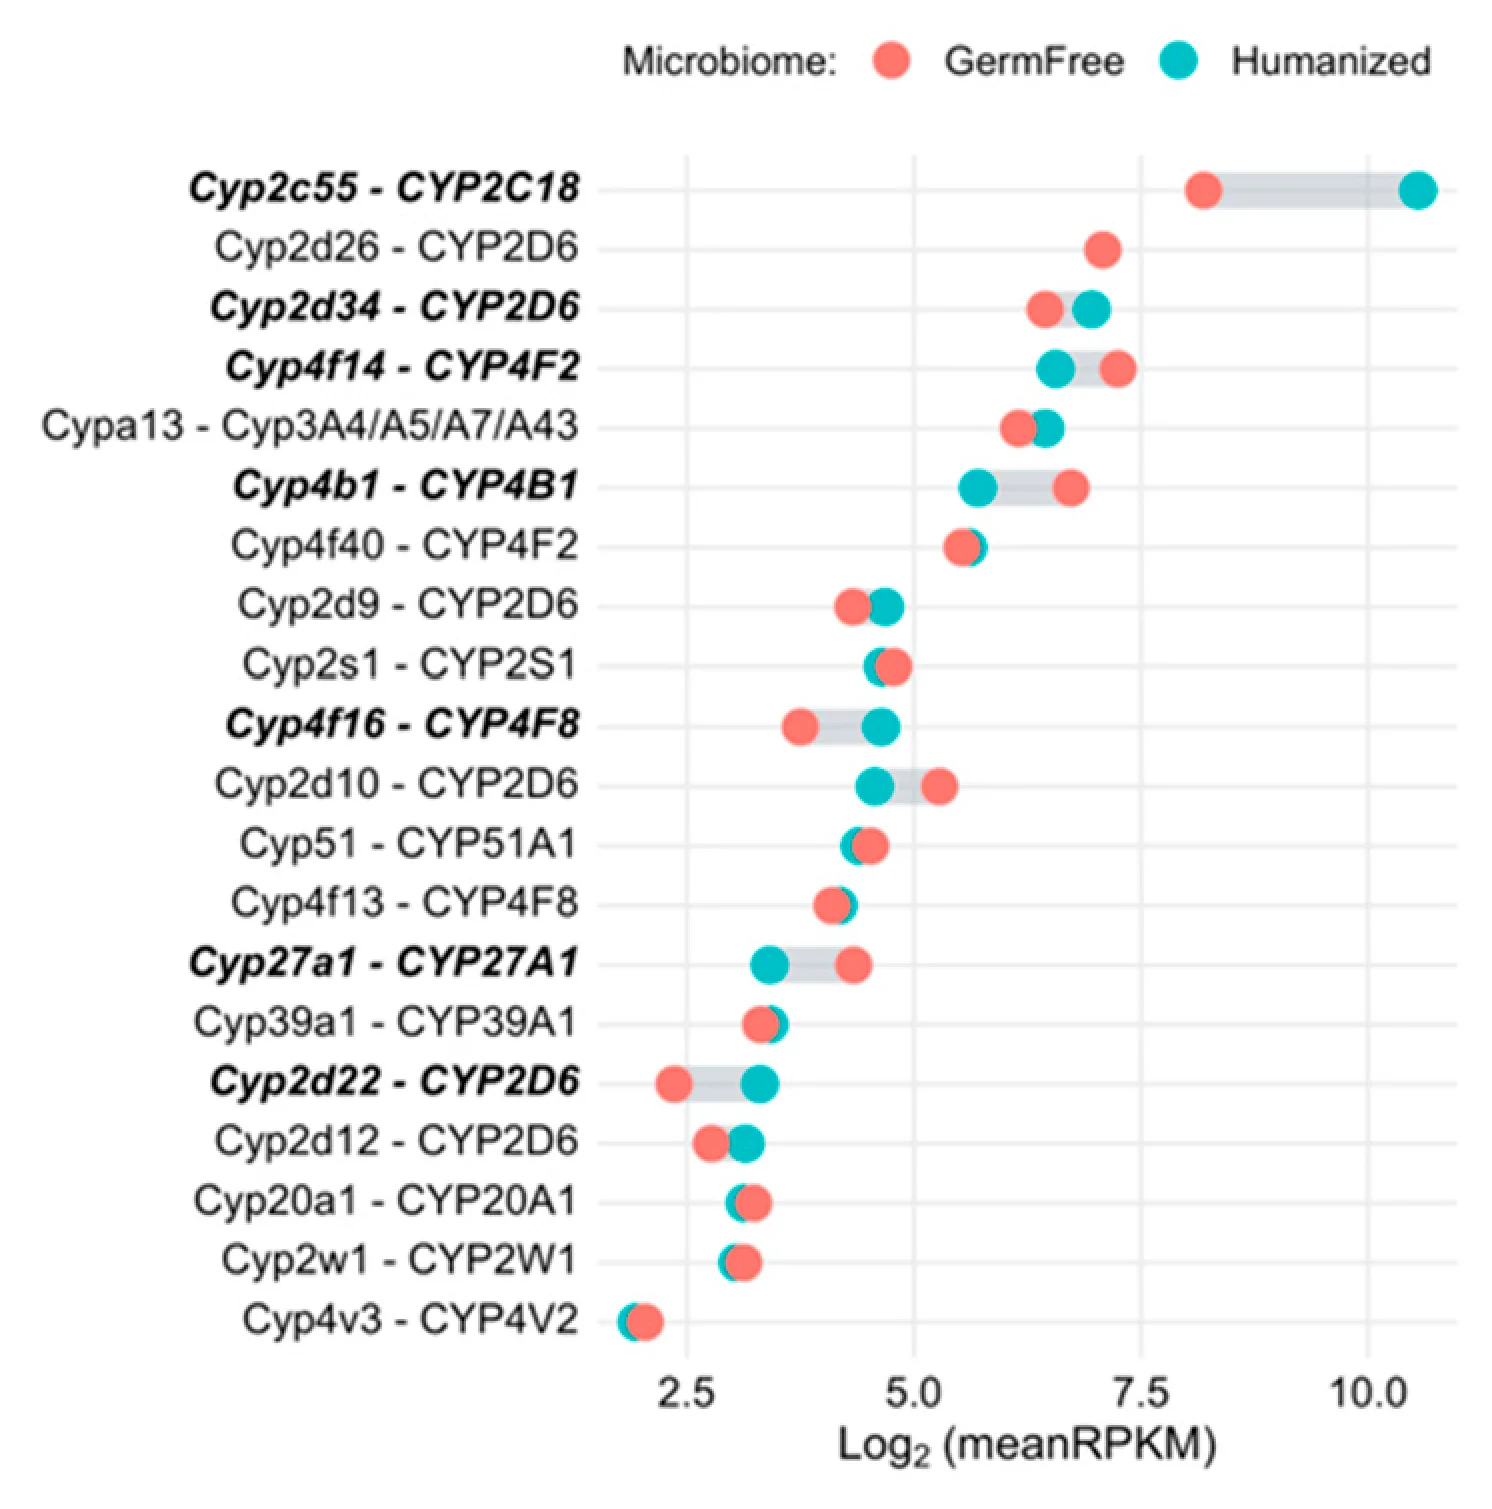
List of cytochrome P450 genes with human homologs and log_2_(RPKM) > 2 (RPKM > 4). Mus musculus gene names are given, followed by human homologs. Genes in bold are differentially expressed with FDR < 0.01. None of the differentially expressed genes are homologs of human enzymes with known relevance for intestinal drug metabolism.

**Figure 7:**
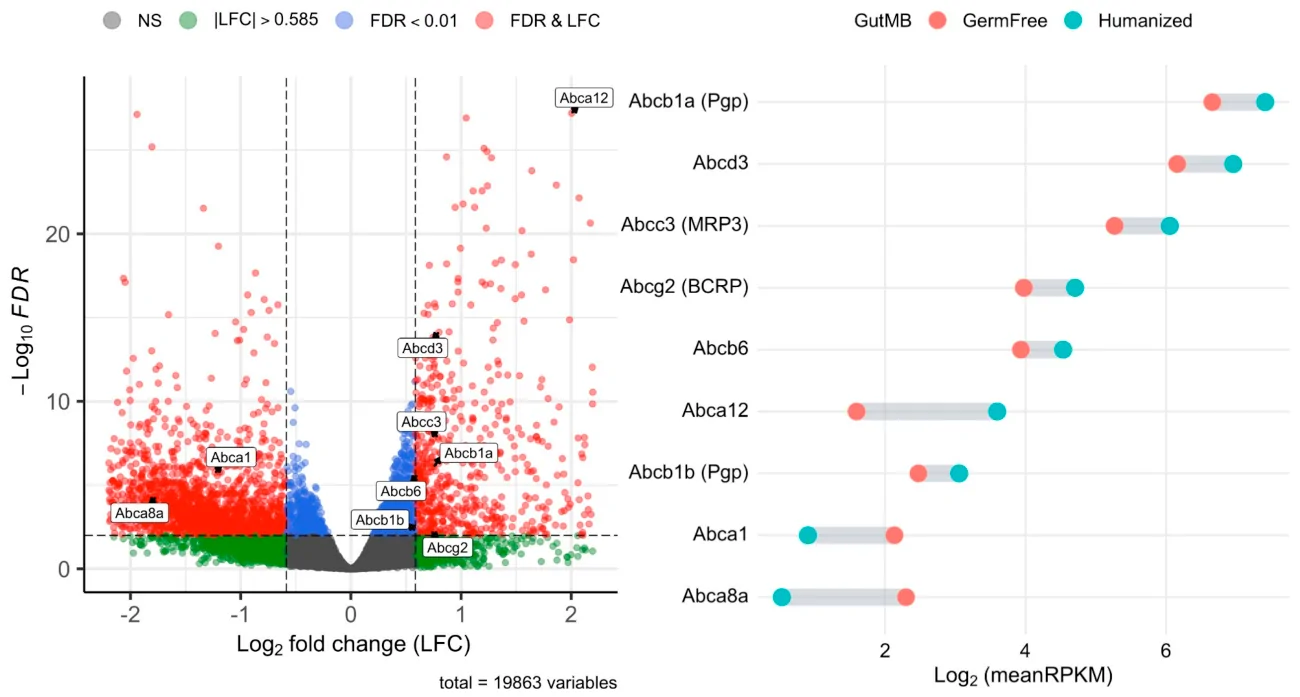
**Left**, volcano plot of differentially expressed ATP-binding cassette genes with RPKM > 4 (log_2_(RPKM) > 2). **Right**, relative abundance of the same genes, indicated by log_2_(RPKM). Both mouse homologs of the human gene *ABCB1*, which encodes the major drug efflux transporter P-gp, were upregulated. Also upregulated were *Abcc3*, which encodes MRP3, and *Abcg2*, the mouse ortholog of human *ABCG2*, which encodes BCRP. *Abcg3*, another BCRP-related mouse gene, had very low expression and was not differentially expressed. In humans, *ABCA12* is primarily expressed in skin. *Abcb6* and *Abcd3* encode proteins involved in iron and fatty acid transport, respectively. Because of their lack of relevance, *Abca12*, *Abcb6* and *Abcd3* are not discussed further.

**Figure 8:**
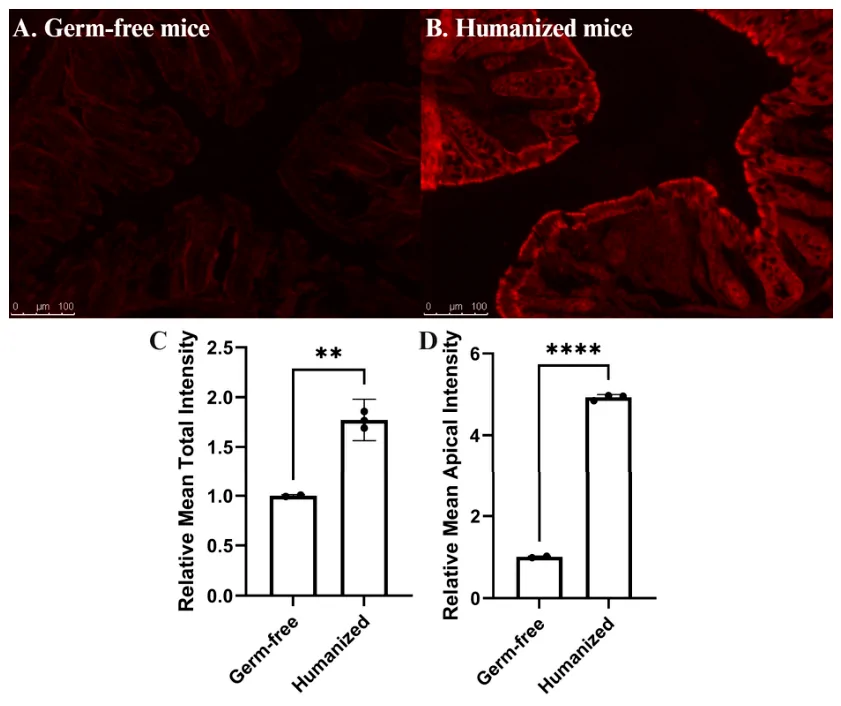
Higher P-gp protein expression in the colon of humanized mice compared to germ-free mice is shown by immunofluorescence. Colonic sections from germ-free (**A**) and humanized (**B**) mice were stained for P-gp and tagged with Cy3-conjugated streptavidin dye. Relative mean intensity for two germ-free and three humanized mice, with 95% confidence intervals, is shown in (**C**), and mean intensity along the apical surface is shown in (**D**). Scale bar: 100 μm. Fold changes were 1.8 for mean intensity (**C**) and 5.0 for apical surface mean intensity from 50 manually selected points (**D**). By an unpaired two-tailed *t*-test, *p*-values were 0.0012 and <0.0001 for total and apical surface differences, respectively. (** *p* < 0.01, **** *p* < 0.0001).

**Figure 9:**
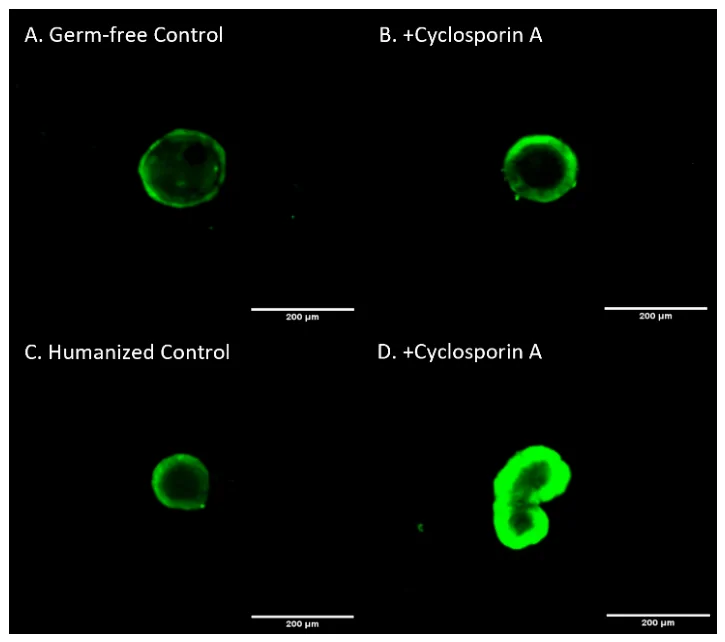
Calcein-AM fluorescence imaging in colonoids: Colonoids from germ-free and humanized mice were pretreated with cyclosporine A, a P-gp inhibitor, for 30 min, followed by treatment with calcein-AM for 60 min at 37 °C. Confocal images show calcein-AM accumulation in germ-free colonoid control (**A**) and cyclosporine A pretreated colonoid (**B**), along with control from humanized mice (**C**) and cyclosporine A pretreated colonoid (**D**). Scale bar: 200 μm.

**Table 1:** Results of differential expression analysis showing the number of genes corresponding to various thresholds of statistical significance and effect size. Blue denotes genes with FDR < 0.01. Green indicates genes with log2-fold change absolute magnitude of greater than 0.58 (corresponding to fold changes of 2/3 and 3/2). Red indicates genes with both FDR < 0.01 and absolute log2-fold changes greater than 0.58.

		Downregulated (LFC < 0)			Upregulated (LFC > 0)		
	All	<0	<−0.58	<−1	>0	>0.58	>1
All	19,863	9688	2875	1646	10,175	1230	556
FDR < 0.05	5685	2905	2169	1528	2780	897	476
FDR < 0.01	3826	1999	1642	1273	1827	739	405
FDR < 0.001	2365	1263	1084	888	1102	594	320

**Table 2:** Differential expression and relative abundance of genes encoding tight junction-related proteins in mouse colon. LFC is the log2-fold change comparing humanized and germ-free mouse colon. RPKM represents TMM-normalized mean RPKM values in the humanized samples, and “%” represents the percentile in the humanized RPKM distribution. All claudin, occludin, zonula occludens, and myosin II-related genes with RPKM > 4 are included. Genes with FDR < 0.01 are shown in bold.

Gene	LFC	FDR	RPKM	%
Tight Junctions				
***Cldn23***	**1.11**	**2.8 × 10^−23^**	**50**	**87**
***Cldn4***	**1.21**	**2.8 × 10^−11^**	**34**	**79**
***Tjp3***	**0.32**	**5.6 × 10^−3^**	**80**	**96**
*Tjp2*	0.14	2.3 × 10^−1^	26	87
*Cldn3*	0.18	3.6 × 10^−1^	333	100
*Cldn12*	−0.10	3.9 × 10^−1^	18	83
*Cldn15*	0.11	4.3 × 10^−1^	109	98
*Cldn2*	−0.26	4.4 × 10^−1^	79	98
*Tjp1*	−0.11	5.0 × 10^−1^	20	86
*Cldn7*	0.13	5.1 × 10^−1^	309	100
*Cldn25*	0.09	5.6 × 10^−1^	15	79
*Ocln*	0.09	6.3 × 10^−1^	33	90
Myosin				
***Mylk***	**−0.90**	**2.3 × 10^−6^**	**16**	**80**
***Myl9***	**−2.07**	**2.9 × 10^−4^**	**29**	**89**
***Myh11***	**−2.03**	**5.2 × 10^−5^**	**13**	**76**
*Myh9*	−0.01	9.2 × 10^−1^	32	91

**Table 3:** Differential expression and relative abundance of aquaporin water transporter genes. Genes with FDR < 0.01 are shown in bold.

Gene	LFC	FDR	RPKM	%
***Aqp8***	**8.56**	**1.5 × 10^−51^**	**127**	**99**
***Aqp4***	**1.72**	**1.4 × 10^−13^**	**9**	**69**
***Aqp1***	**−0.48**	**1.4 × 10^−4^**	**63**	**96**
*Aqp11*	0.21	1.1 × 10^−1^	21	85

**Table 4:** Non-cytochrome-P450 phase I enzyme genes with human homologs and mean RPKM > 4. For carboxylesterase and carbonyl reductase families containing differentially expressed genes, all isoforms meeting the expression threshold are shown. Genes in bold are differentially expressed with FDR < 0.01.

Gene	Homolog	LFC	FDR	RPKM	%
Carboxylesterase 2					
***Ces2a***	***CES2***	**4.58**	**1.3 × 10^−183^**	**137**	**58**
***Ces2b***	***CES2***	**2.67**	**1.1 × 10^−41^**	**26**	**50**
***Ces2c***	***CES2***	**1.24**	**1.4 × 10^−23^**	**248**	**98**
***Ces2e***	***CES2***	**1.15**	**1.2 × 10^−7^**	**189**	**97**
Carbonyl reductase					
***Cbr3***	***CBR3***	**2.75**	**1.1 × 10^−55^**	**32**	**54**
***Cbr1***	***CBR1***	**1.05**	**3.4 × 10^−30^**	**169**	**97**
*Cbr4*	*CBR4*	0.16	3.4 × 10^−1^	6	56
Carboxylesterase 1					
***Ces1g***	***CES1***	**1.14**	**1.8 × 10^−6^**	**93**	**93**
*Ces1d*	*CES1*	−0.47	1.9 × 10^−2^	43	95
Other Phase I					
***Akr1b8***	***AKR1B10/15***	**2.02**	**3.5 × 10^−19^**	**25**	**60**
***Nqo1***	***NQO1***	**0.73**	**1.0 × 10^−10^**	**39**	**87**
***Por***	***POR***	**0.51**	**9.0 × 10^−7^**	**45**	**90**

**Table 5:** Over-representation analysis for major phase II drug-metabolizing enzyme groups. Each enzyme-family set included annotated genes with mean RPKM > 4 in either treatment group. Upregulated genes encoding UGTs, GSTs, and MGSTs were over-represented relative to all 19,863 genes included in the differential expression analysis, as determined by a one-sided Fisher’s exact test. Reported *p*-values were Bonferroni-adjusted across the 10 tests.

Process	Genes	Total	Up	Padj (up)	Down	Padj (dn)
glucuronidation	UGTs	12	8	8.6 × 10^−3^	0	1.00
glutathione conj.	GSTs, MGSTs	18	12	4.0 × 10^−4^	0	1.00
sulfonation	SULTs	5	2	0.29	0	1.00
acetylation	NATs	2	0	1.00	0	1.00
methylation	methyltransferases	3	0	1.00	0	1.00

**Table 6:** Differential expression results for genes encoding enzymes that synthesize co-substrates of UDP–glucuronosyltransferases and glutathione S-transferases: UDP-glucuronic acid and glutathione, respectively. All genes show statistically significant increases between approximately 30% and 40% (LFC = 0.40–0.49).

Gene	Enzyme	Final Co-Substrate	LFC	FDR
*Ugp2*	UDP-glucose pyrophosphorylase	UDP-glucuronic acid	0.43	1.0 × 10^−4^
*Ugdh*	UDP-glucose 6-dehydrogenase	UDP-glucuronic acid	0.40	7.7 × 10^−3^
*Gclc*	γ-glutamylcysteine synthetase	glutathione	0.41	5.0 × 10^−4^
*Gclm*	γ-glutamylcysteine synthetase	glutathione	0.49	1.7 × 10^−6^
*Gss*	glutathione synthetase	glutathione	0.46	1.7 × 10^−5^

**Table 7:** Differentially expressed solute carriers with known human homologs and drug substrates filtered by FDR < 0.01. Normalized RPKM is given for humanized mice.

Gene	LFC	FDR	RPKM	Endogenous	Drug Substrates [22,23,24]
*Slc16a1* (MCT1)	1.00	1.5 × 10^−10^	57	monocarboxylates (lactate, pyruvate, ketone bodies, etc.)	monocarboxylate-conjugated anticancer prodrugs, γ-hydroxybutyrate, salicylic acid
*Slc5a8* (SMCT1)	0.82	3.0 × 10^−6^	63	SCFAs, nicotinate	monocarboxylate drugs (5-aminosalicylate, salicylate, benzoate, dichloroacetate, γ-hydroxybutyrate)
*Slc15a1* (PEPT1)	−1.50	4.3 × 10^−7^	4	dipeptides, tripeptides	β-lactam antibiotics, valacyclovir, ACE inhibitor prodrugs
*Slc22a5* (OCTN2)	0.39	4.7 × 10^−4^	27	organic cations/zwitterions	valproic acid, verapamil, cephaloridine, quinidine, ipratropium, imatinib
*Slc10a2* (ASBT)	−0.67	7.1 × 10^−4^	130	bile acids	bile acid-conjugated prodrugs: acyclovir, chlorambucil derivatives
*Slc31a1* (CTR1)	0.43	9.6 × 10^−4^	30	cuprous ions	platinum anticancer drugs (cisplatin, carboplatin, oxaliplatin)

## Data Availability

The transcriptomic data that support the findings of this study are openly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE317716. All other data presented in this study are contained within the manuscript and its Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27177583/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

ABC	ATP-binding cassette
BCRP	Breast Cancer Resistance Protein
Calcein-AM	calcein-acetoxymethyl ester
ECM	extracellular matrix
GST	glutathione S-transferases
MCT1	monocarboxylate transporter 1
MGST	microsomal glutathione S-transferases
MRP3	multidrug resistance-associated protein 3
NOS	nitric oxide synthase
OCTN2	organic cation transporter novel family member 2
PCA	principal component analysis
PEG	polyethylene glycol
P-gp	P-glycoprotein
PIGR	polymeric immunoglobulin receptor
POR	NADPH-cytochrome P450 reductase
ROS	reactive oxygen species
RPKM	reads per kilobase per million mapped reads
TMM	Trimmed mean of M-values
UGT	UDP-glucuronosyltransferases

How the deposited data were processed for this re-analysis (not part of the article)

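RNA of the colon was sequenced from 5 germ-free and 6 humanized male mice of 8 to 10 weeks, the humanized mice 4 to 5 weeks after gavage. The authors aligned 101 bp paired-end reads to the mouse genome, counted reads per gene, and deposited the counts of 43346 genes in 1 table without normalization. The table also gives the position and the coding length of each gene. The deposited length is not a measurement, and how the authors computed it is not stated in the methods. Each column of counts was assigned to its group by its label. The labels also number the mice within each group, and this numbering is the only source of the pairing used in 1 alternative and in the choice of other splits of the mice. The numbers refer to different animals.

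Counts per mouse had a median of 56718640 in germ-free mice and 43784996 in humanized mice. Within a group, counts of a gene varied far more than counting alone gives, with a mean chi-square statistic per gene from 21.5 to 124 between mice of the same group. With 5 mice against 6, the smallest p that an exact permutation test can give is 0.00216.

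Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main comparison between the groups follows the methods of the paper. Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total count 15, large sample size 10, minimum proportion 0.7), which kept 19863 genes. Libraries were normalized with TMM, dispersions were estimated with estimateDisp, and the groups were compared with the exact test and Benjamini–Hochberg correction at FDR below 0.01. Standard errors of LFC values were computed from edgeR's quasi-likelihood test, as its absolute LFC over the square root of its F statistic, and not from the exact test. RPKM values were computed from TMM-normalized libraries and the deposited coding lengths. Percentiles are those of the mean RPKM of humanized mice among the tested genes. PCA used log2 CPM with a prior count of 2. Distances to the centroid of a group and the spread of the genes of Figure 4 were compared by exact permutation of the group labels. Over-representation was tested with a one-sided Fisher's exact test on genes with a mean RPKM above 4 in either group, with a Bonferroni correction over 10 tests. The methods of the paper name all 19863 tested genes as the background, which was an alternative here. Overlap between the Ugt1a genes was computed from the exons of a GENCODE annotation of GRCm38, which need not be the release the authors counted with.

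The text names the genes that the paper names, and the 5 genes with the highest and the 5 with the lowest LFC among those at FDR below 0.01 whose groups do not overlap and whose mean CPM is at least 10 in a group. Of the 5 with the highest LFC, Igkv6-32 (LFC 7.61) is named only here. Other genes were named after their values were seen, where the text says so. Gstm3, Gsta1 and Mgst3 were also picked by their values, as changing most or most abundant. The methyltransferase genes are not listed in the paper, and 6 were chosen before the data were examined.

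The test was tried on simulated data, in which 200 of 19620 genes were changed between 5 and 6 samples. The exact test found 181 of them with 13 false calls, the quasi-likelihood test 164 with 4, and DESeq2 182 with 20. For each test, the share of false calls was above the FDR threshold of 0.01. The simulated changes were independent between genes, balanced in direction, and had the same dispersion in both groups. The data had far more changed genes and a larger spread in humanized mice, so the simulation does not give the error rate in the data.

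The alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2's Wald test, RLE, upper-quartile and total-count normalization, no filter, a filter of at least 10 counts in every mouse, FDR below 0.05, an absolute LFC above 1, leaving out each mouse in turn, a replicate block, and other choices for the PCA, the measures of spread, the background and expression threshold of the over-representation test, and the definition of solute carrier genes. Added afterwards were scaling to 11 epithelial marker genes, counts thinned to the lowest total, leaving out the 20 genes with the most counts, unadjusted p below 0.01, the Ugt1a locus counted once, Ugt8a added to the UGT genes, and the percentile in germ-free mice. All mice entered the main comparison and none was left out. Reads were not analysed here, and neither was any protein or functional measurement. Results of some single genes are not reported here.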

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

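The tests of the marker lists, of the single humanized mouse, of mice with equal scores and of the fibroblast score were chosen only after the results were seen, and scaling to epithelial marker genes was added after the fall of the stromal markers was seen. The marker genes themselves were listed before.

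Within each group, the gap between the most extreme mouse and its nearest neighbor was divided by the range of the group and set against Dixon's critical value for a group of its size. Of 232 groups of values examined, 31 were past it, where chance gives about 1 in 20, or 11.6, for normally distributed values. RPKM values are skewed to the right, which raises this number. Of the 31, 12 rest on humanized mouse 5 and 5 on humanized mouse 6, 4 each on germ-free mice 2 and 4, 3 on humanized mouse 2, 2 on germ-free mouse 1 and 1 on germ-free mouse 5.

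In germ-free mice, the ratio was 0.851 for Ighv1-5, 0.808 for Duox1, 0.857 for Agrn, 0.816 for Mmp7, 0.795 for Mylk, 0.743 for Ugt1a1, 0.840 for Ugdh, 0.788 for Slc5a8 and 0.745 for Insl5. It was 0.724 for PC1 and 0.837 for PC2. In humanized mice, it was 0.971 for Igkv4-80, 0.700 for Col22a1, 0.674 for Agrn, 0.827 for Cldn23, 0.753 for Mylk, 0.634 for Myl9, 0.671 for Myh11, 0.754 for Myh9, 0.704 for Aqp8 and 0.701 for Cyp4f14. It was 0.6304 for Ugt1a8, 0.634 for Ugt1a9, 0.634 for Ugt1a10 and 0.706 for Ugt1a1. These genes share exons and cannot be taken as 4 separate observations. The remaining genes in humanized mice were Gclc with 0.734, Gclm with 0.683, Slc22a5 with 0.700, Slc15a1 with 0.726 and Fosb with 0.648. The distance to the centroid of the humanized mice had a ratio of 0.642. The design itself gives no explanation for single mice. Scores of marker genes, taken up below, were lowest of all mice in humanized mouse 5 for smooth muscle (2.51) and fibroblasts (2.08). Humanized mouse 6 had a smooth muscle score of 5.74, within the germ-free range. Whether these scores explain the values listed here was not tested.

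Humanized mouse 5 lay farthest from the centroid of its group. If this mouse alone made the humanized group more dispersed, the ratio of mean distances would fall to near 1 without it. It was 1.27 without it, so the larger dispersion does not rest on this mouse alone. Another candidate explanation is that the share of muscle varied among the humanized samples. PC2 and a score of smooth muscle markers had a Pearson r of −0.625 over the 6 humanized mice (exact permutation p = 0.186) and a Spearman rho of −0.486 (exact permutation p = 0.356), and r was −0.613 without the 2 mice farthest from the others. After Benjamini–Hochberg correction over 3 relations, p was 0.279. PC2 and the score of fibroblast markers had a Pearson r of −0.984 (exact permutation p = 0.00139) and a Spearman rho of −1 (exact permutation p = 0.00278), r was −0.890 without the 2 mice farthest from the others, and p after Bonferroni correction over 6 relations was 0.00833. This relation was picked after its values were seen, so its p is too small. The dispersion along PC2 cannot be told apart from a varying share of stroma.

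Genes that the paper does not discuss changed strongly. Cck (LFC −3.17), Insl5 (LFC −3.12), Fosb (LFC −2.81), Adamts1 (LFC −2.51) and 1810041L15Rik (LFC −2.33) had the lowest LFC values of the genes chosen by the rule for naming genes. All 5 stayed below an FDR of 0.01 and kept their direction in each of the 25 alternatives run for them, the scalings included. No separate explanation was tested for these genes.

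Most lists of markers of non-epithelial tissue, none of them among the extracellular matrix genes of Figure 3, were lower in humanized mice. The median LFC was −1.93 for 9 smooth muscle markers, −1.42 for 8 fibroblast markers, −1.003 for 7 endothelial markers and −2.16 for 8 markers of enteric neurons and glia. Random lists of the same size and expression, 10000 of each, reached medians no lower than −0.41, −0.71, −1.26 and −1.54, so only for the endothelial markers did random lists reach the observed value. A smaller share of muscle wall and stroma in the humanized samples is therefore a candidate explanation for the lower expression of extracellular matrix genes, Mylk, Myl9 and Myh11. Whether such a share differed through dissection or through a difference between the colons of the 2 groups cannot be told from these data. The other lists changed less or in the other direction, apart from adipocytes. The median LFC was −0.30 for 3 markers of interstitial cells of Cajal, at the 2.82 percentile of random lists, where Kit (LFC −0.29) and Ano1 (LFC −0.30) changed little and Etv1 (LFC −1.43, FDR = 2.17e-09) fell. It was 0.17 for 5 blood markers (92.1 percentile), −1.37 for 3 adipocyte markers (0.860 percentile) and 0.27 for 11 epithelial markers (84.01 percentile). The median LFC of 8 B cell and plasma cell markers was 1.48, above all random lists.

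Further tests of this explanation were made. Over the 6 humanized mice, the smooth muscle score and the extracellular matrix score had a Pearson r of 0.660 (exact permutation p = 0.167) and a Spearman rho of 0.600 (exact permutation p = 0.242), r was 0.857 without the 2 mice farthest from the others, and p after correction over 3 relations was 0.279. The fibroblast score and the extracellular matrix score, a pair picked after its values were seen, had a Pearson r of 0.971 (exact permutation p = 0.00417) and a Spearman rho of 0.943 (exact permutation p = 0.0167), and p after Bonferroni correction over 6 relations was 0.0250. Without the 2 mice farthest from the others, r was 0.564. Fibroblasts may lower their markers and matrix genes together without a change in their share, which this relation cannot tell apart. With the smooth muscle score of each mouse in a quasi-likelihood model, 0 of the 42 genes of Figure 3 were lower at FDR below 0.01, against 20 without it, and 7 had an unadjusted p below 0.05. The median LFC of the 42 genes moved from −1.24 to −0.49. The score itself differed between the groups by −2.15 (exact permutation p = 0.00649), however, and the model also kept only 9.64% of the genes with higher expression and 2.39% of those with lower expression, so this model could not separate the share of muscle from colonization. One humanized mouse, number 6, had a smooth muscle score within the germ-free range, 5.74, and its extracellular matrix score still lay below that of the lowest germ-free mouse by a difference of −1.11. This goes against a smaller share of smooth muscle alone, but it rests on a single mouse. Its fibroblast score was 3.97, below the lowest germ-free score of 4.67. Gene length and GC content could not account for the pattern, since 10000 lists of random genes matched on expression, length and GC content reached a median LFC no lower than −0.20. Neither could sequencing depth, since 34 of the 42 genes were lower at FDR below 0.01 with all counts thinned to the lowest total. A lower expression of matrix genes by colonization cannot be told apart from a smaller share of stroma in the samples.

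The log2 ratio of distal to proximal Hox genes was lower in humanized mice by a difference of −1.49 (exact permutation p = 0.0108). The distal genes Hoxd10 (LFC −1.25, FDR = 0.00187), Hoxd11 (LFC −1.52, FDR = 9.75e-04) and Hoxa13 (LFC −1.63, FDR = 0.01896) were lower, and only these 3 of 6 listed distal genes passed the filter. The 5 proximal genes had LFC values from −0.26 to 0.06. A more proximal stretch of colon in the humanized samples is a second candidate explanation for part of the differences. A smaller share of stroma is another, since over the 6 humanized mice the distal Hox score and the fibroblast score had a Pearson r of 0.939 (exact permutation p = 0.0194) and a Spearman rho of 0.8286 (exact permutation p = 0.0583), r was 0.847 without the 2 mice farthest from the others, and p after Bonferroni correction over 6 relations was 0.117. The lower Hox ratio cannot be told apart from a smaller share of stroma. If position along the colon made Aqp8 differ, Aqp8 would follow this ratio among the humanized mice. Its Pearson r was 0.257 (exact permutation p = 0.536), its Spearman rho −0.143 (exact permutation p = 0.803), and r was −0.563 without the 2 mice farthest from the others, with a corrected p of 0.536. Humanized mouse 2 had a ratio of −2.809, within the germ-free range, and its Aqp8 RPKM was 256 times that of the highest germ-free mouse. This goes against position along the colon as the reason for the difference in Aqp8, but it rests on a single mouse, whose distal score of 1.16 lay just below the lowest germ-free score of 1.20, so position cannot be excluded.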

How the results depend on the processing

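The alternatives were set before the data were examined, except scaling to epithelial marker genes, counts thinned to the lowest total, leaving out the 20 genes with the most counts, unadjusted p below 0.01, the Ugt1a locus counted once and Ugt8a added to the UGT genes, which were chosen after. The single humanized mouse and the Ugt1a locus were tested only after the result was seen. Where a result moved, the cause was not tested unless a value is given for it.

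Several results kept their direction and their side of the threshold in all 25 alternatives run for them. The 4 Ces2 genes stayed below an FDR of 0.01 in each of them, as did the tight junction genes Cldn23 and Cldn4, and the LFC of Aqp8 stayed between 8.02 and 8.82 over the alternatives set in advance. Tjp3 did so in only 10 of the 25 and was not called in the other 15, so that either 2 or 3 tight junction genes had higher expression. Normalization by RLE or upper quartiles, DESeq2's test, thinned counts and the absence of a filter left the number of differentially expressed genes within 1.5 times the main number, as did leaving out the 20 genes with the most counts. DESeq2 gave 4371 genes, of which 3713 were shared, and thinned counts gave 3747, of which 3613 were shared.

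The split between directions depended on the scaling. With total counts only, 773 genes had higher and 3609 had lower expression, so that 17.6% of the genes were higher against 47.8% with TMM, and the median LFC of all genes shifted by −0.184. UGT over-representation had an adjusted p of 1, 1 co-substrate gene was higher and 4 ATP-binding cassette genes were lower. Scaling to epithelial marker genes shifted the median by −0.266 and gave 518 higher and 3798 lower genes, or 12.0% higher. The adjusted p of over-representation was 1 for UGT genes and 0.0370 for GST and MGST genes under this scaling. No co-substrate gene was below an FDR of 0.01 (0 at this threshold, 1 at an unadjusted p below 0.05). With it, 6 cytochrome P450 genes and 4 ATP-binding cassette genes were lower. Without the 20 genes with the most counts, 4 ATP-binding cassette genes were lower. With the Ugt1a locus counted once, the adjusted p of UGT over-representation was 1. Across its alternatives set in advance, this p ranged from 1.78e-05 to 1, and that of GST and MGST genes from 3.38e-08 to 0.574.

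With edgeR's quasi-likelihood test, 2699 genes were below an FDR of 0.01, 2684 of them shared. It gave 1298 lower genes, 14 collagen genes, 20 genes of Figure 3, 3 co-substrate genes and 45 solute carrier genes, and UGT over-representation had an adjusted p of 1. Requiring at least 10 counts in every mouse left 19 immunoglobulin genes. At FDR below 0.05, 2780 genes were higher. With an absolute LFC above 1 as well, 1678 genes remained, 405 higher and 1273 lower. These held 1 higher and 1 lower cytochrome P450 gene, 1 higher ATP-binding cassette gene, 23 solute carrier genes and 0 co-substrate genes, whose LFC values are all under 1. The adjusted p of over-representation was then 1 for UGT genes and 0.574 for GST and MGST genes.

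Leaving out each of the 11 mice in turn gave from 2880 to 4411 genes at FDR below 0.01, from 1336 to 2088 higher and from 1486 to 2323 lower. It gave from 75 to 106 immunoglobulin genes, from 18 to 30 collagen genes, from 26 to 38 genes of Figure 3, from 2 to 4 lower cytochrome P450 genes, from 3 to 5 co-substrate genes, from 1 to 4 lower ATP-binding cassette genes and from 48 to 75 solute carrier genes. The adjusted p of over-representation ranged from 1.55e-04 to 1 for UGT genes and from 2.03e-06 to 3.84e-04 for GST and MGST genes. The PC1 share ranged from 45.8% to 53.2%, the dispersion ratio from 1.27 to 1.58 and the ratio of spread for the genes of Figure 4 from 1.84 to 3.35.

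The PC1 share was 35.2% with each gene scaled to unit variance and 60.0% with the 500 genes of highest variance. The dispersion ratio was 1.14 with the latter (exact permutation p = 0.385), so a larger dispersion of humanized mice was not shown by the test of these 500 genes. It was 1.65 without the immunoglobulin genes (exact permutation p = 0.00433), and from 1.48 to 1.51 with the other normalizations (exact permutation p = 0.00649 for each). For the genes of Figure 4, the ratio of spread was not past an exact permutation p of 0.05 relative to the germ-free mean, and it was past it with coefficients of variation (5.23) and log2 CPM (7.09).

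The numbering of the mice within each group was entered as a replicate block in a quasi-likelihood test. This pairing follows from the labels alone, and same-numbered mice were not more alike than others, with a mean correlation of residuals of −0.0152 over 5 pairs against 0.00372 over the 25 other pairs. The block uses degrees of freedom, and a smaller number of genes under it does not mean a smaller difference. It gave 1012 genes at FDR below 0.01, 506 higher and 506 lower, 981 of them shared. There were 40 immunoglobulin genes, 3 collagen genes, 6 genes of Figure 3, 2 co-substrate genes, 4 higher and 0 lower ATP-binding cassette genes (2 lower at an unadjusted p below 0.05), 0 lower cytochrome P450 genes (3 at an unadjusted p below 0.05) and 26 solute carrier genes, and the adjusted p of UGT over-representation was 1.

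Of 110 genes followed singly, 4 changed direction in some alternative, and none of the 4 differed between the groups at FDR below 0.01 in the main comparison. With each mouse left out in turn, the LFC of Col22a1 ranged from −0.21 to 0.11, the latter without humanized mouse 5, and that of Myh9 from −0.0355 to 0.0278, the latter without humanized mouse 2. Under scaling to epithelial marker genes, the Aqp11 log2 fold change was −0.0799 and the Cyp3a13 log2 fold change was −0.00590. Among the other changes, 23 genes were no longer below an FDR of 0.01 with the quasi-likelihood test, 18 with scaling to epithelial marker genes, 15 with total counts, 3 with DESeq2 and 33 when an absolute LFC above 1 was required. Scaling to epithelial marker genes brought 9 further genes below it, total counts 7 and DESeq2 2.

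Depth limits the LFC of genes that are nearly absent in 1 group. Igkv4-80 had from 0 to 9 reads per germ-free mouse, so its LFC depends on few reads. The number of immunoglobulin genes called did not fall with counts thinned to the lowest total, where it was 96 against 93.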

Differences from the paper's values

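Of 195 values that the paper states and that were also computed here, 17 differ by more than 1.5 times and, where there is a spread between mice, by more than that spread. Smaller differences are given after them where the text says so. The settings with unadjusted p, the percentile in germ-free mice and the other settings marked so were chosen after seeing the values.

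In Table 2, the paper's FDR of Mylk is 2.3e-06 and the value here was 5.34e-06. With at least 10 counts in every mouse it was 2.92e-06, and none of the other alternatives set before the data were examined closed the gap. The paper's FDR of Myl9 is 2.9e-04 and the value here was 3.42e-05. DESeq2's test gave 2.70e-04, and leaving out germ-free mouse 3 or humanized mouse 2, 3 or 4 gave 2.27e-04, 4.29e-04, 2.22e-04 and 2.77e-04. The other alternatives did not close the gap. The paper's FDR of Myh11 is 5.2e-05 and the value here was 5.07e-04, and none of the alternatives set before the data were examined closed the gap. The unadjusted p of the exact test, looked at after seeing the values, was 5.22e-05 for Myh11, 2.38e-07 for Mylk and 2.08e-06 for Myl9. Only that of Myh11 lay near the paper's FDR.

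In Table 3, the paper's FDR of Aqp8 is 1.5e-51 and the value here was 1.45e-47. The paper's FDR of Aqp4 is 1.4e-13 and the value here was 1.38e-11. For neither gene did an alternative set before the data were examined close the gap. The paper's FDR of Aqp1 is 1.4e-04 and the value here was 0.00114, and of these alternatives only leaving out humanized mouse 1 closed the gap, with 1.01e-04. The paper's FDR of Aqp11 is 0.11 and the value here was 0.246, and only leaving out humanized mouse 3 closed the gap, with 0.0924. The unadjusted p, looked at after seeing the values, was 2.93e-51 for Aqp8, 1.38e-13 for Aqp4, 1.4e-04 for Aqp1 and 0.113 for Aqp11. Those of Aqp4, Aqp1 and Aqp11 equal the paper's FDR at its printed precision, and that of Aqp8 lies near it. The printed values of these genes thus match unadjusted p more closely than FDR.

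In Table 6, the paper's FDR of Gclc is 5.0e-04 and the value here was 0.00328. The paper's FDR of Gclm is 1.7e-06 and the value here was 2.84e-05. None of the alternatives set before the data were examined closed either gap. In Table 7, the paper's FDR of Slc15a1 is 4.3e-07 and the value here was 8.85e-06, and of these alternatives only total counts closed the gap, with 3.40e-07. The unadjusted p, looked at after seeing the values, was 5.04e-04 for Gclc, 1.66e-06 for Gclm and 4.27e-07 for Slc15a1. Each equals the paper's FDR at its printed precision, so the printed values of these genes match unadjusted p rather than FDR.

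In Table 4, the paper's percentiles of Ces2a, Ces2b and Cbr3 are 58, 50 and 54, and the values here were 98.1, 86.8 and 89.4. The paper's methods describe percentiles of values pooled over both groups. Its caption of Table 2 names those of humanized mice, which were used here. A pooled percentile was not compared. None of the alternatives set before the data were examined closed these gaps. The percentiles of the mean RPKM of germ-free mice, computed after seeing the values, were 57.6, 49.5 and 52.8. For Akr1b8, the paper's percentile is 60, the value here was 86.3, and the percentile in germ-free mice, also chosen after seeing the values, was 59.1. In Table 2, the paper's percentiles of Cldn23 and Cldn4 are 87 and 79, the values here were 93.5 and 90.0, and the percentiles in germ-free mice, likewise chosen after seeing the values, were 86.9 and 78.9.

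The paper's methods take all tested genes as the background of Table 5, and the main test here took the genes with a mean RPKM above 4 in either group. In Table 5, the paper's adjusted p for UGT genes is 0.0086 and the value here was 7.17e-04. With a mean RPKM above 10 it was 0.00876, and no other alternative set before the data were examined closed the gap. The paper's adjusted p for GST and MGST genes is 4.0e-04 and the value here was 9.77e-06. It was 3.84e-04 without humanized mouse 2, 5.91e-04 in the model with replicate numbers and 5.71e-04 with a mean RPKM above 10, and the other alternatives did not close the gap. The paper's adjusted p for SULT genes is 0.29 and the value here was 1, and none of the alternatives closed the gap. With all tested genes as the background, the adjusted p was 1.78e-05 for UGT genes, 3.88e-08 for GST and MGST genes and 0.701 for SULT genes. NAT genes were taken here by symbol alone, which need not give the genes the paper counted, and Nat2 did not differ (FDR = 0.206). The paper counts 0 higher NAT genes and 1, Nat9, was found here. The number was 0 with total counts, without germ-free mouse 1, 2, 4 or 5, without humanized mouse 4, in the model with replicate numbers and with an absolute LFC above 1, and it was 1 in the other alternatives set before the data were examined. Scaling to epithelial marker genes, chosen after seeing the values, also left Nat9 above an FDR of 0.01 (0.745). The paper's number of methyltransferase genes is 3, and 2 of those chosen here passed the expression threshold.

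Other statements concern numbers of genes. The paper gives 101 differentially expressed solute carrier genes, and 69 were below an FDR of 0.01 here. At FDR below 0.05, an alternative set before the data were examined, the number was 101. The paper counts 3 downregulated cytochrome P450 genes in Figure 6, and 2 were lower here at FDR below 0.01. The Cyp4f14 log2 fold change was −0.69, with an FDR of 0.0121. It was below 0.01 with DESeq2 (0.00815), upper-quartile normalization (0.00438), total counts (2.50e-04), at least 10 counts in every mouse (0.00732) and without humanized mouse 5 (1.18e-11), and at FDR below 0.05 it was called as well. Chosen after seeing the values, scaling to epithelial marker genes (2.79e-05) and the unadjusted p (0.00244) also placed it below 0.01.

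The paper describes the genes of all major matrix components as uniformly lower, and 7 of the 42 genes in Figure 3 were not below an FDR of 0.01 here, although the LFC of each was below 0. Nid2 (FDR = 0.0118) was below it with DESeq2, upper-quartile normalization, total counts, at least 10 counts in every mouse and without humanized mouse 1 or 4. Sparc (FDR = 0.0128) and Lama5 (FDR = 0.0193) were below it with total counts and without humanized mouse 3 or 5, and Mmp2 (FDR = 0.0131) with total counts and without humanized mouse 3, 4 or 5. Eln (FDR = 0.0581) was below it without humanized mouse 5. Nid2, Sparc, Lama5 and Mmp2 were below 0.01 by unadjusted p and with scaling to epithelial marker genes, and Lama3 (FDR = 0.245) with the latter, both chosen after seeing the values. Nid2 was also below it without the 20 genes with the most counts, likewise chosen after seeing the values. No alternative placed Lama1 (FDR = 0.175) below it. At FDR below 0.05, Nid2, Sparc, Mmp2 and Lama5 were called. The paper names collagens XVIII and XXII among those with lower expression. Neither Col18a1 nor Col22a1 is among the 20 collagen genes of Figure 3, all of which were below an FDR of 0.01. Whether the numerals in the paper's text stand for other collagens cannot be told here. Col18a1 had an LFC of −1.08 and an FDR of 0.0118, and it was below 0.01 with total counts and without humanized mouse 3 or 5, at FDR below 0.05, and, chosen after seeing the values, with scaling to epithelial marker genes and by unadjusted p. Col22a1 had an LFC of −0.12 and an FDR of 0.863, and no alternative called it.

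The paper states that PC1 accounts for most of the variance among germ-free mice, and PC1 carried 2.54% of their variance around the group mean here. The paper's share of PC1 is 51%, and it was 48.7% here.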

Other observations

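Both tests of the Ugt1a genes and that of the epithelial marker list were chosen only after the result was seen, and scaling to epithelial marker genes was added after the fall of the stromal markers was seen.

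The over-representation of UGT genes among the genes with higher expression may come from reads of shared exons that were counted for each Ugt1a gene. Each of the 9 Ugt1a genes shares at least 50.3% of its exonic length with another, and the counts of most are close to one another in each mouse. With the Ugt1a locus as 1 gene, the Bonferroni-adjusted p of Fisher's exact test was 1. The test with 1 gene in place of 9 leaves 4 UGT genes, which is few, but the 3 other genes, all Ugt2b genes, did not differ. The higher expression of the locus itself, with an LFC of 0.43, is not affected by this. Ugt8a was added in a separate test, with the Ugt1a genes counted singly. Then 9 of 13 UGT genes were higher (Bonferroni-adjusted p of Fisher's exact test = 1.54e-04), against 8 of 12 without it. Ugt8a, which is not a Ugt1a gene, was thus higher as well. It was added by its symbol, not by what its enzyme conjugates. The p of this test still rests on the Ugt1a genes counted singly, so it does not show over-representation beyond that locus.

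Many of the transporter, enzyme and tight junction genes that the paper names as upregulated have an LFC under 1. A larger share of epithelium in the humanized samples would raise all genes of the epithelium together. With libraries scaled to the 11 epithelial marker genes, 6 of the 21 named genes with an LFC under 1 stayed below an FDR of 0.01, and all 21 still had an LFC above 0. All 14 named genes with an LFC of 1 or more stayed below it. This scaling lowers the LFC of all genes nearly alike, with a shift of the median of −0.266, so which genes stayed below the threshold follows largely from the size of their LFC and its spread between mice, and the number does not show whether the share of epithelium differed. It shows that calls with a small LFC depend on the scaling. The median LFC of the epithelial markers lay at the 84.01 percentile of 10000 random lists matched on expression. All 11 markers had an LFC above 0, 3 of them at FDR below 0.01, and their score was higher in humanized mice by 0.269 (exact permutation p = 0.0152). The markers were thus higher, although not by more than random lists often are, and a larger share of epithelium cannot be excluded. The scaling also assumes that the marker genes themselves do not respond to colonization, which was not tested.

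Other technical explanations of the higher expression of these genes were tested. Without the 20 genes with the most counts and with TMM run again, 3808 genes were below an FDR of 0.01. TMM trims the most abundant genes in any case, so this test could hardly have come out otherwise. It does not decide whether a few abundant genes made the differences under other scalings. With all counts thinned to the lowest total, 35 of the 35 named genes stayed below this FDR. The difference in depth between the groups therefore did not make the differences of these genes.

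The 11 mice can be split into groups of 5 and 6 so that mice with the same number in their labels are parted in 32 ways. For the number of genes at FDR below 0.01, 1 of the 32 splits, the real one, gave as large a result. The same held for the genes with higher and with lower expression, the immunoglobulin, collagen, extracellular matrix, tight junction and carboxylesterase 2 genes, the cytochrome P450 genes with higher expression, the UGT and the GST and MGST results, the co-substrate genes, the ATP-binding cassette genes in each direction, the solute carrier genes and the LFC of Aqp8, each with 1 of 32. The next largest split by number of genes gave 1057 genes. It compared humanized mice 1 to 5 with the 5 germ-free mice and humanized mouse 6, and so comes close to the real comparison with the groups exchanged. For the 2 cytochrome P450 genes with lower expression, Cyp27a1 and Cyp4b1, 2 of the 32 splits gave as many, the real one and this one. The 2 genes of this split were others, Cyp2d22 and Cyp2c55. A number as small as 2 is a weak test. Another 48 splits that part fewer such pairs, drawn with a fixed seed, gave at most 26 genes.

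Cyp2j6 (LFC 0.86, FDR = 1.42e-09) and Cyp2c65 (LFC 0.41, FDR = 0.00396) also had a mean RPKM above 4 and higher expression in humanized mice, and are not among the genes of Figure 6, which is limited to genes with human homologs. They were singled out after their values were seen, and homologs were not analysed here.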
